# Maladaptive functional changes in alveolar fibroblasts due to perinatal hyperoxia impair epithelial differentiation

**DOI:** 10.1172/jci.insight.152404

**Published:** 2022-03-08

**Authors:** Matthew R. Riccetti, Mereena George Ushakumary, Marion Waltamath, Jenna Green, John Snowball, Sydney E. Dautel, Mehari Endale, Bonny Lami, Jason Woods, Shawn K. Ahlfeld, Anne-Karina T. Perl

**Keywords:** Development, Pulmonology, Fibrosis, Growth factors, Mouse models

## Abstract

Infants born prematurely worldwide have up to a 50% chance of developing bronchopulmonary dysplasia (BPD), a clinical morbidity characterized by dysregulated lung alveolarization and microvascular development. It is known that PDGFR alpha–positive (PDGFRA^+^) fibroblasts are critical for alveolarization and that PDGFRA^+^ fibroblasts are reduced in BPD. A better understanding of fibroblast heterogeneity and functional activation status during pathogenesis is required to develop mesenchymal population–targeted therapies for BPD. In this study, we utilized a neonatal hyperoxia mouse model (90% O_2_ postnatal days 0–7, PN0–PN7) and performed studies on sorted PDGFRA^+^ cells during injury and room air recovery. After hyperoxia injury, PDGFRA^+^ matrix and myofibroblasts decreased and PDGFRA^+^ lipofibroblasts increased by transcriptional signature and population size. PDGFRA^+^ matrix and myofibroblasts recovered during repair (PN10). After 7 days of in vivo hyperoxia, PDGFRA^+^ sorted fibroblasts had reduced contractility in vitro, reflecting loss of myofibroblast commitment. Organoids made with PN7 PDGFRA^+^ fibroblasts from hyperoxia in mice exhibited reduced alveolar type 1 cell differentiation, suggesting reduced alveolar niche-supporting PDGFRA^+^ matrix fibroblast function. Pathway analysis predicted reduced WNT signaling in hyperoxia fibroblasts. In alveolar organoids from hyperoxia-exposed fibroblasts, WNT activation by CHIR increased the size and number of alveolar organoids and enhanced alveolar type 2 cell differentiation.

## Introduction

Humans are born during the alveolar phase of lung development, when secondary crests form and newly forming alveolar walls extend into the airway lumen to increase surface area for gas exchange (1, 2). Premature infants born during the saccular phase of development require life-saving oxygen supplementation and ventilation, which can inhibit alveologenesis, damage the existing lung, and lead to the formation of “new” bronchopulmonary dysplasia (BPD) (3–5). “New” BPD pathology is characterized by reduced alveolar surface area, expanded airspace, thinned septal walls, inflammation, and aberrant differentiation of the epithelium, the endothelium, and mesenchymal populations (4, 6, 7). It is known that genetic disruption of PDGF alpha (PDGFA) signaling in the distal pulmonary mesenchyme in mice causes permanent alveolar simplification in a manner similar to BPD, suggesting that disruption of mesenchymal development is involved in BPD pathogenesis (8). A better understanding of the function and regulation of mesenchymal subpopulations during alveolarization may lead to targeted therapies for BPD.

Within the mesenchyme, PDGFRA^+^ fibroblasts are a heterogenous cell population that reside in the distal lung and are critical for proper secondary septation during alveologenesis (9–13). PDGFRA^+^ fibroblasts can be separated into 3 functionally distinct fibroblast populations: secondary crest myofibroblasts, lipofibroblasts, and matrix fibroblasts (9, 14–21). Secondary crest myofibroblasts form and contract the alveolar entry ring during alveolarization and express *Cd29*, *Fgf18*, *Acta2*, *Gli1*, and *Pdgfra* (2, 17, 19, 21–26). Myofibroblasts contract the ECM and are absolutely required for alveolarization but are known to aberrantly populate the lung in patients with BPD and BPD animal models (27–30). Lipofibroblasts provide neutral lipids and paracrine ligands to alveolar type 2 epithelial cells (AT2 cells) and express *Pdgfra*, *Tcf21*, *Plin2*, and *Fgf10* (17, 31–34). Lipofibroblasts are thought to contribute to myofibroblasts during BPD progression and are reduced in the lungs of patients with BPD (30, 35, 36). Matrix fibroblasts secrete ECM components and ECM-modifying proteins and have been associated with high expression of *Pdgfra* and *Cd34* (16). Matrix fibroblasts support alveolar type 1 cell (AT1 cell) differentiation via paracrine signaling and are highly responsive to PDGFA, but their role in BPD pathogenesis is currently unknown (14, 16, 19, 37). Previous studies demonstrate that PDGFRA^+^ fibroblasts are reduced in patients with BPD and BPD animal model lungs (38–40), and genetic ablation of PDGFRA^+^ fibroblasts during alveolarization causes persistent alveolar simplification (12). It remains unknown what dynamic changes occur in the heterogenous mix of PDGFRA^+^ fibroblasts (matrix fibroblasts, myofibroblasts, and lipofibroblasts) during neonatal hyperoxia exposure and room air (RA) recovery and how altered function of PDGFRA^+^ fibroblasts or changed contribution of PDGFRA^+^ fibroblast subpopulations result in impaired alveolar formation and alveolar epithelial differentiation.

Unlike full-term human babies, mice are born during the saccular stage of lung development; thus, hyperoxia exposure of neonatal mice is a model of hyperoxia exposure of premature human babies and allows us to study some aspects resulting in the formation of BPD (6, 41). Exposure of neonatal mice to hyperoxia (90% O_2_) from birth (P0) inhibits secondary septation and microvascular development and results in persistent diminished alveolar surface area, abnormalities in alveolar matrix structure, and reduced alveolar vessel density, replicating a subset of the morphological and functional pathology of human BPD (42–47). To perturb alveolar septal and microvascular development with a developmentally and clinically relevant model of neonatal lung injury, we exposed neonatal mice to hyperoxia between postnatal days 0 and 7 (PN0 and PN7) and harvested the lungs at PN4 (saccular-to-alveolar transition), PN7 (peak alveolarization), and PN10 (ECM remodeling during alveolarization). We isolated fresh PDGFRA^+^ fibroblasts by magnetic-activated cell sorting and performed bulk RNA-Seq, flow cytometry, and functional assays during early hyperoxia injury (PN0, PN7) and hyperoxia recovery (PN10) to dissect changes in cell activation state and function. In this study, we (i) define dynamic changes in gene expression and function in PDGFRA^+^ fibroblasts during hyperoxia injury and recovery, (ii) provide evidence that loss of AT1 cell differentiation in hyperoxia is in part due to loss of PDGFRA^+^ matrix/myofibroblasts, and (iii) show that activation of canonical WNT signaling or PDGFRA signaling in organoid culture with primary hyperoxia fibroblasts restores alveolar organoid formation and AT2 and AT1 cell differentiation.

## Results

### Transcriptional profiling reveals dynamic changes in PDGFRA^+^ fibroblast proliferation and functional differentiation during and after neonatal hyperoxia exposure.

Neonatal pups were exposed to 90% O_2_ hyperoxia (O_2_) or RA starting at PN0 and harvested during O_2_ exposure (PN4, PN7) or after recovery (PN10) (Figure 1A). Morphologic evaluation at PN4, PN7, and PN10 supported previous findings of hyperoxia-induced lung damage (Figure 1B). At PN4, hyperoxia-exposed lungs showed increased volume density of alveolar septa and reduced mean linear intercept of the airspaces, indicating a delay in septal wall thinning (Figure 1C and Supplemental Figure 1C; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.152404DS1). At PN7, hyperoxia-exposed lungs had increased mean liner intercept, indicating alveolar simplification due to impaired septation (Figure 1D). The alveolar simplification remained during RA recovery at PN10 and PN28 (Supplemental Figure 1, A–E). Hyperoxia injury impaired AT2 to AT1 differentiation in vivo (48). IHC on hyperoxia-exposed lungs from PN7 for homeodomain-only protein homeobox (HOPX), AGER (AT1), and SPC (AT2) revealed a reduction in AT1 cells at PN7. While gene expression of *Hopx* and *Pdgfa* in PN7 magnetic-activated cell sorting–isolated (MACS-isolated) hyperoxia CD326^+^ epithelium transcripts were increased in quantitative reverse transcription PCR (RT-qPCR), suggesting that the changes are at a protein rather than an RNA level (Supplemental Figure 1, F–H).

To determine dynamic changes in gene expression within the PDGFRA^+^ population, we performed bulk RNA-Seq on MACS PDGFRA^+^ cells from RA and hyperoxia-exposed PN4, PN7, and PN10 murine lungs. 

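PDGFRA+ cells were retained with magnetic beads and their RNA was sequenced in bulk, so each value sums over every cell in the retained fraction. There were 18 samples in 6 groups, with 3 RA and 3 hyperoxia samples at each of PN4, PN7, and PN10. Hyperoxia samples had 4 days in 90% O_2_ at PN4 and 7 days at PN7, and the PN10 samples had 7 days in O_2_ and 3 days of recovery in RA. The authors aligned the reads to mm10 with Bowtie, counted reads on genes with GenomicAlignments, and computed FPKM (fragments per kilobase of transcript, scaled to the mapped reads) with Cufflinks. The deposited FPKM values were used here and read counts were not, so the number of reads behind a value is unknown. Relative depth was recovered from genes below 0.1 FPKM, where genes with a single read in both samples of a pair share the same ratio. Against the median sample it ranged from 0.829 to 0.890 in the PN4 RA group, 0.866 to 1.00 in PN4 hyperoxia, 0.981 to 1.33 in PN7 RA, 0.778 to 1.22 in PN7 hyperoxia, 0.996 to 1.17 in PN10 RA, and 1.02 to 1.203 in PN10 hyperoxia. Each sample had between 11690 and 13249 genes above 1 FPKM. The epithelial transcripts *Scgb1a1* and *Sftpc* ranked between 2 and 6 among all genes in every sample, with mean values of 20505 and 20394 FPKM. Values were analyzed as log2(FPKM + 0.1) in a single linear model of all 18 samples with limma. The paper's filter, more than 1 FPKM in 2 of 3 replicates of at least 1 condition, left 14044 genes. A gene was counted as changed when its fold change was above 2 and its unadjusted p-value under 0.01, which are the paper's thresholds. The authors used DESeq's binomTest on read counts instead. The added 0.1 pulls the fold changes of genes near the filter toward 0. For single genes a two-sided exact permutation test of the 3 hyperoxia against the 3 RA samples was run as well, and its smallest possible p is 0.1.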

Gene Ontology (GO) analysis on differentially expressed genes (fold change > 2 and *P* < 0.01) was performed to identify trends in cell proliferation and function (Figure 1E and Supplemental Figure 2A). 

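In hyperoxia, 404 genes were higher and 318 lower at PN4 among 12910 tested. The numbers were 687 higher and 913 lower of 13318 tested at PN7, and 1373 higher and 465 lower of 13026 tested at PN10. Requiring a Benjamini-Hochberg adjusted p under 0.05 instead left 298 higher and 212 lower genes at PN4, 652 and 898 at PN7, and 1349 and 456 at PN10. All 3 hyperoxia values lay above or below all 3 RA values for 4102 genes at PN4 (31.8%), 4752 at PN7 (35.7%), and 4605 at PN10 (35.4%), where chance gives 10%. This held for 701, 1529, and 1663 of the changed genes at these ages. Among the filters, pseudocounts, and scalings tried, a filter at 5 FPKM moved the counts most, to 396 changed genes at PN4, 984 at PN7, and 1004 at PN10. The balance at PN4 turned with the scaling of the samples, since 280 genes were higher and 456 lower after median-ratio scaling. With the mean levels of immune, epithelial, and endothelial marker genes added to the model, a setting chosen after the data were seen, 110 genes were changed at PN10. Among named protein-coding genes without overlap between the groups, the macrophage receptor gene *Marco* (chromosome 1 of GRCm38, 120474538 to 120505024) rose most at PN7, from 1.97 ± 2.71 FPKM in RA to 42.2 ± 29.3 FPKM in hyperoxia (SD, n = 3 each, log2 fold change 5.14, standard error 1.05, adjusted p = 0.00354). The mast cell protease gene *Cma1* (chromosome 14, 55941451 to 55944675) rose most at PN10, from 0.0533 ± 0.0593 FPKM to 9.47 ± 7.37 FPKM (log2 fold change 5.71, standard error 1.15, adjusted p = 0.00429). Both of these genes moved with standard errors above 1 on the log2 scale, and most genes with larger changes were small RNA genes, pseudogenes, or antisense transcripts.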

“Cell cycle” genes were significantly downregulated in hyperoxia PN4 and PN7, suggesting that hyperoxia reduces proliferation of PDGFRA^+^ fibroblasts (Figure 1F). 

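A list of 97 cell cycle genes was fixed in advance, of which 94 passed the filter. Their mean log2 fold change in hyperoxia was -0.65 at PN4 and -0.66 at PN7, with 83 and 84 of the 94 genes lower. Against all other genes, limma's camera test gave adjusted p-values of 2.0e-21 and 1.0e-09 (15 tests, 5 lists at 3 time points). When the correlation between genes was estimated from the data instead of set to 0.01, the adjusted p-values were 0.207 and 0.334, the largest over the alternatives. The mean of the list lay below all 3 RA samples in 3 of 3 hyperoxia samples at both ages (exact permutation test, two-sided, p = 0.1 each). Singly, 17 genes at PN4 and 16 at PN7 met the thresholds as lower, and 1 gene at PN4 as higher. An adjusted p under 0.05 was reached by 18 genes at PN4 over all genes tested and by 33 over the list alone, and by 21 and 36 genes at PN7. *Cenpa*, which encodes a centromeric histone (chromosome 5, 30666777 to 30674830), measured 19.0 ± 0.625 FPKM in RA and 5.06 ± 2.303 FPKM in hyperoxia at PN4 (SD, n = 3 each, log2 fold change -1.99, standard error 0.38, adjusted p = 0.00912). At PN7 it measured 17.8 ± 3.17 FPKM and 4.79 ± 0.797 FPKM (-1.87, adjusted p = 0.00349). *Mki67*, which encodes the proliferation marker Ki-67, had log2 fold changes of -0.65 (standard error 0.70) at PN4 and -0.94 at PN7 that did not exceed the spread between replicates (adjusted p = 0.577 and 0.366).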

During recovery, cell cycle genes were upregulated, nearly returning to the levels of RA-exposed fibroblasts, indicating a compensatory proliferation response (Figure 1F). 

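At PN10 the cell cycle list had a mean log2 fold change of 0.31 in hyperoxia (camera adjusted p = 0.0370), and 77 of its 94 genes were higher. No gene of the list was lower past the thresholds and 1 was higher, *Tubb4b* (chromosome 2, 25222160 to 25224702), a tubulin gene that went from 74.0 ± 12.5 FPKM in RA to 165 ± 20.5 FPKM (SD, n = 3 each, log2 fold change 1.16, adjusted p = 0.00198). Epithelial markers were higher at PN10 as well, by a mean log2 fold change of 1.37, so epithelial cells were not excluded as a source of this transcript. Over all genes tested 3 genes of the list had an adjusted p under 0.05, and over the list alone 1 gene. The list mean lay above the RA mean in 3 of 3 hyperoxia samples but above all RA samples in 0 of 3 (exact permutation test, two-sided, p = 0.6). The hyperoxia effect on the list was 0.97 higher at PN10 than at PN7 (adjusted p = 7.0e-24) and 0.96 higher than at PN4 (adjusted p = 1.9e-23), tested as differences between the effects. With the correlation between genes estimated, both of these adjusted p-values were 0.276. Leaving out each PN10 sample in turn moved the list mean between -0.01 and 0.57. *Cenpa* was at 13.2 ± 7.16 FPKM in RA and 11.9 ± 2.43 FPKM in hyperoxia, a log2 fold change of 0.02 (adjusted p = 0.981), and *Mki67* had a log2 fold change of 0.22 (adjusted p = 0.870).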

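Gene lists for the response to hyperoxia (antioxidant enzymes and p53 targets) and for inflammation were fixed before testing. The 42 hyperoxia response genes had mean log2 fold changes of 1.17 at PN4 (camera adjusted p = 2.9e-17), 1.07 at PN7 (5.0e-15), and 0.61 at PN10 (6.4e-05). At these ages 36, 37, and 35 of the 42 genes were higher in hyperoxia, and 21, 21, and 11 met the thresholds as higher. As lower, 1 gene met them, *Plk2* at PN7 (log2 fold change -1.54, adjusted p = 2.3e-04). Adjusted over all genes tested, 24, 25, and 16 genes had a p under 0.05, against 31, 34, and 20 adjusted over the list. Every hyperoxia sample had a list mean above all RA samples of its age. The effect at PN10 was smaller than at PN7 by a log2 difference of -0.45 (adjusted p = 1.1e-11) and than at PN4 by -0.56 (1.4e-05). The strongest of these genes, *Gdf15* (chromosome 8, 70629393 to 70632456), measured 0.118 ± 0.205 FPKM in RA and 4.39 ± 1.09 FPKM in hyperoxia at PN4 (SD, n = 3 each, log2 fold change 4.73, standard error 0.51, adjusted p = 1.4e-04). It measured 0.182 ± 0.107 FPKM and 4.16 ± 0.846 FPKM at PN7, and was below the filter in both PN10 groups. *Cdkn1a*, which encodes the cell cycle inhibitor p21 (chromosome 17, 29090976 to 29100727), had log2 fold changes of 2.18, 2.24, and 1.98 at the 3 ages (adjusted p = 1.7e-04, 5.3e-05, and 4.7e-04). Of 47 inflammation genes, 39 passed the filter, and 38, 39, and 39 of them were higher in hyperoxia at PN4, PN7, and PN10. Their mean log2 fold changes were 0.98 (adjusted p = 2.8e-04), 1.62 (1.1e-10), and 1.85 (4.8e-11), and 6, 17, and 18 met the thresholds. Adjusted over all genes, 4, 15, and 18 had a p under 0.05, and adjusted over the list 7, 26, and 22. The list mean exceeded all RA samples in 2 of 3 hyperoxia samples at PN4 and in 3 of 3 at the other ages. The effect on inflammation genes at PN10 did not differ from that at PN7 by more than the error (log2 difference 0.23, adjusted p = 0.834). With the correlation between genes estimated, no camera test of the hyperoxia response or inflammation list had an adjusted p under 0.05. The same held for the differences of these lists between ages. *Spp1* (chromosome 5, 104435118 to 104441050) had log2 fold changes of 1.85 at PN4 (adjusted p = 0.101), 4.61 at PN7 (3.0e-04), and 4.47 at PN10 (9.1e-04). Marker genes of immune cells were also higher in hyperoxia at PN7 and PN10, by mean log2 fold changes of 2.01 and 2.08, so cells other than fibroblasts were not excluded as a source of these transcripts.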

“Hyperoxia response” and “inflammation” genes increased in hyperoxia compared with RA exposure at PN4 and PN7 and reduced expression during recovery at PN10 (Figure 1F), indicating a recovering response. However, “ECM/mesenchyme/development” production genes were suppressed in hyperoxia PDGFRA^+^ fibroblasts at all time points, with highest significance at PN7 and PN10 (Figure 1, E and F), indicating an irreversible loss of matrix modulating function. These gene expression studies suggest that during oxygen injury and dysregulated alveolarization, PDGFRA^+^ fibroblasts are unable to proliferate, undergo cellular stress response, and fail to perform their normal functions of ECM production and maintenance.

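For 64 extracellular matrix genes of a list fixed in advance, the mean log2 fold change in hyperoxia was -0.29 at PN4 (camera adjusted p = 7.8e-06), -1.20 at PN7 (3.5e-15), and -0.42 at PN10 (5.8e-06). At these ages 43, 55, and 46 genes were lower. Past the thresholds, 2 were lower at PN4, 34 at PN7, and 15 at PN10, while 0, 2, and 7 were higher. The number with an adjusted p under 0.05 was 3 at PN4 whether adjusted over all genes or over the list, 37 and 46 at PN7, and 25 and 37 at PN10. Between samples, the list mean lay below all RA samples in 0 of 3 hyperoxia samples at PN4 (exact permutation test, two-sided, p = 0.9), 3 of 3 at PN7 (p = 0.1), and 1 of 3 at PN10 (p = 0.3). Tested as differences between ages, the reduction was larger at PN7 than at PN4 (log2 difference -0.91, adjusted p = 2.0e-12) and smaller at PN10 than at PN7 (0.78, 6.3e-10), and PN4 and PN10 did not differ past the threshold (-0.13, 0.440). With the correlation between genes estimated, neither the camera tests of this list nor its differences between ages had an adjusted p under 0.05. The direction at PN4 and PN10 depended on the choice of genes, since the broader Reactome pathway of extracellular matrix organization, with 177 genes tested, had mean log2 fold changes of 0.07 at PN4 and 0.20 at PN10. Leaving out each PN4 sample in turn moved the mean of the list at PN4 between -0.49 and 0.06. At PN4 the genes that met the thresholds were *Fbln1* (log2 fold change -1.63, adjusted p = 0.0362) and *Adamts10* (-1.10, adjusted p = 0.0198).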

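Of the genes changed at PN4, 227 were also higher and 249 also lower at PN7, and 1 changed in the opposite direction. Between PN7 and PN10, 457 genes were higher and 378 lower at both ages, and 0 changed direction. Between PN4 and PN10, 174 were higher and 140 lower at both, with 1 in opposite directions. Across all genes, which are not independent replicates, the log2 fold changes at PN4 and PN7 had a Pearson correlation of 0.589, those at PN7 and PN10 of 0.639, and those at PN4 and PN10 of 0.415. The paper reasons from the lower cell cycle genes at PN4 and PN7 to reduced proliferation, from their return at PN10 to compensatory proliferation, and from the lower matrix genes at all ages to a lasting loss of matrix function. From these together it proposes that PDGFRA+ fibroblasts in oxygen injury do not proliferate, respond to stress, and do not produce and maintain ECM as they normally would. By flow cytometry, the paper also found fewer Ki-67+PDGFRA+ cells in hyperoxia at PN4 and PN7 and more at PN10.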

### Reduced proliferation and total number of PDGFRA^+^ fibroblasts in hyperoxia at PN4, PN7, and PN10.

To validate predicted changes in the cell cycle of PDGFRA^+^ fibroblasts, we performed flow cytometry on cells isolated from PN4, PN7, and PN10 RA and hyperoxia lungs. Single-cell lung digests were labeled with fluorescent antibodies and subjected to flow cytometry. Fibroblasts were identified by negative selection of CD45^–^/hematopoietic, CD326^–^/epithelial, and CD31^–^/endothelial (Lin^–^). All Lin^–^ fibroblasts were gated for PDGFRA^+^ and Ki-67 (proliferation) (Supplemental Figure 2B). Total Lin^–^ fibroblasts were significantly reduced in hyperoxia at PN7 (Supplemental Figure 2C), replicating observations that the development of the mesenchyme is impaired in BPD (1, 45, 49). Lin^–^ fibroblasts can be divided into PDGFRA– and PDGFRA^+^ fibroblasts, which we hypothesized would have a different proliferative and activation response to hyperoxia (16, 17). In Lin^–^ fibroblasts the number of PDGFRA^–^ fibroblasts were increased and PDGFRA^+^ fibroblasts were reduced at all time points in hyperoxia (Figure 1G and Supplemental Figure 2D). Proliferating Ki67^+^PDGFRA^+^ cells were significantly reduced in hyperoxia lungs at PN4 and PN7 but were significantly increased at PN10 during recovery (Figure 1H and Supplemental Figure 2E). Even with increased proliferation, the number of hyperoxia PDGFRA^+^ fibroblasts did not recover to RA levels by PN10 (Figure 1G). Proliferation followed a similar trend in the PDGFRA^–^ population (Supplemental Figure 2F). These data demonstrate that proliferation is blunted in all fibroblasts during hyperoxia and increases during recovery. But these data do not explain the reduced number of PDGFRA^+^ cells in hyperoxia. We therefore assessed *Pdgfra* gene expression on MACS-isolated PDGFRA^+^ fibroblasts, which was significantly downregulated in hyperoxia fibroblasts at PN7 (Figure 1I). These data demonstrate that PDGFRA is expressed in fewer fibroblasts and at lower levels, suggesting a reduced commitment to the pool of PDGFRA^+^ fibroblasts. The proliferation and gene expression level changes in the PDGFRA^+^ fibroblast population during hyperoxia injury are summarized in Figure 1J.

### Hyperoxia-mediated reduction of PDGFRA^+^ myofibroblast differentiation.

It is well described that thickened bands of myofibroblasts are present in the distal lung of patients with BPD after hyperoxia exposure, but how these myofibroblast bands develop during hyperoxia is poorly understood (36, 50). We generated a “developmental” myofibroblast signature gene list by extracting shared gene expression from the single-cell RNA-Seq data set of myofibroblasts from PN7 and PN10 available on lung gene expression analysis/LungMAP (LGEA/LungMAP) (51–53). Using this myofibroblast signature, we compared gene expression between RA and hyperoxia fibroblasts at PN4, PN7, and PN10. This developmental myofibroblast signature was significantly downregulated in hyperoxia fibroblasts at PN4 and PN7 but upregulated at PN10 (Figure 2A). 

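The myofibroblast signature drawn in Figure 2A has 63 genes, all of which passed the filter. In hyperoxia 60 were lower at PN4, 62 at PN7, and 62 at PN10, with median log2 fold changes of -1.22, -2.64, and -1.53. The thresholds were met by 35 genes as lower and 1 as higher at PN4, by 59 and 1 at PN7, and by 49 and 0 at PN10. The gene that was higher at PN4 and PN7 was *Igfbp5* (log2 fold change 1.19 and 1.01). Over the settings tried in place of these without added markers, the number of lower genes stayed between 24 and 44 at PN4, 56 and 59 at PN7, and 34 and 54 at PN10, and the number of higher genes at PN10 stayed at 0. With immune, epithelial, and endothelial marker means added to the model, chosen after the data were seen, 26, 54, and 2 genes were lower. At PN10 the mean log2 fold change was then -1.57, against -1.52 without them, while the median standard error rose from 0.39 to 0.81. With the immune marker mean alone, 36 genes met the thresholds at PN10. Adjusted over all genes tested, 28, 60, and 49 genes had a p under 0.05, and 47, 60, and 58 when adjusted over the signature, which shows no stability because the signature holds the paper's own calls on these samples. Of the 49 genes drawn as higher at PN10 in Figure 2A, 49 were lower here and 48 of these met the thresholds, with log2 fold changes from -2.54 to -1.05. The list mean lay below all RA samples in 3 of 3 hyperoxia samples at each age (exact permutation test, two-sided, p = 0.1 each).

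**Figure D1:**
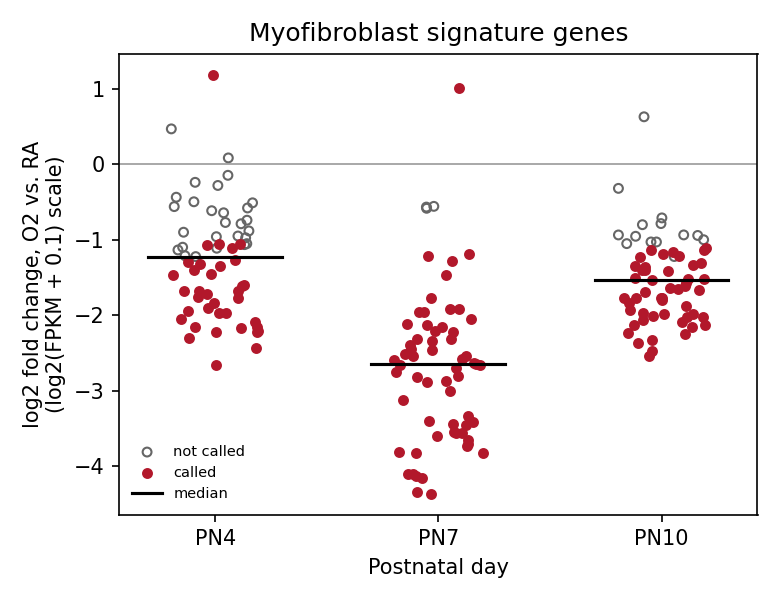
Log2 fold change of hyperoxia against RA for the 63 myofibroblast signature genes at PN4, PN7, and PN10. Each point is a gene, filled red points met the thresholds, open grey points did not, and the black line is the median. At PN10 62 of the 63 genes lie below 0.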

The number of myofibroblast genes decreased during hyperoxia from PN4 to PN7, indicating progressive loss of myofibroblast commitment among the PDGFRA^+^ fibroblasts during hyperoxia injury. 

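*Pdgfra*, the gene of the receptor used for sorting (chromosome 5, 75152292 to 75198215), was among the lower genes. It measured 28.5 ± 18.6 FPKM in RA and 6.50 ± 1.79 FPKM in hyperoxia at PN4 (SD, n = 3 each, log2 fold change -1.97, standard error 0.48, adjusted p = 0.0256). At PN7 it measured 56.7 ± 11.2 FPKM and 3.41 ± 1.91 FPKM (-4.16, adjusted p = 6.2e-05), and at PN10 95.1 ± 16.2 FPKM and 25.6 ± 13.9 FPKM (-2.06, adjusted p = 0.00956). Hyperoxia and RA samples did not overlap at any of these ages (exact permutation test, two-sided, p = 0.1 each). The larger reduction at PN7 than at PN4, a log2 difference of -2.19, did not pass adjustment over all genes (adjusted p = 0.571). The most reduced signature gene at PN7 was *Agt* (log2 fold change -4.36, adjusted p = 1.7e-04), and at PN4 it was *Prss35* (chromosome 9, 86743649 to 86758443). *Prss35*, which encodes a serine protease, fell from 20.4 ± 10.7 FPKM to 2.9 ± 0.0854 FPKM at PN4 (SD, n = 3 each, log2 fold change -2.65, adjusted p = 0.00545) and from 45.2 ± 7.26 FPKM to 2.68 ± 1.18 FPKM at PN7 (-4.13, adjusted p = 5.3e-05).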

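*Acta2*, which encodes α-SMA (chromosome 19, 34241090 to 34255590), measured 295 ± 65.5 FPKM in RA and 76.2 ± 9.78 FPKM in hyperoxia at PN4 (SD, n = 3 each, log2 fold change -1.94, standard error 0.41, adjusted p = 0.0144). At PN7 it measured 396 ± 94.7 FPKM and 75.1 ± 35.3 FPKM (-2.51, adjusted p = 7.5e-04). At PN10 it measured 515 ± 181 FPKM in RA and 269 ± 125 FPKM in hyperoxia, a log2 fold change of -0.998 that missed the threshold (adjusted p = 0.102; exact permutation test, two-sided, p = 0.2). The RA samples ranged from 313 to 663 FPKM and the hyperoxia samples from 133.7 to 381 FPKM. Leaving out each PN10 sample in turn moved the log2 fold change between -1.32 and -0.56, and 2 of these 6 fits met the thresholds. Over 16 alternatives the adjusted p from limma ranged from 0.0033 to 0.443. The effect of hyperoxia on *Acta2* at PN10 was not shown to differ from that at PN7 (log2 difference 1.51, adjusted p = 0.544). The most reduced signature gene at PN10 was *Gm13889*, with a log2 fold change of -2.54, followed by *Egfem1* (-2.47), *Agt* (-2.36), and *Hlf* (-2.32). *Wnt5a* (-1.42, adjusted p = 0.0209) was lower as well. *Igfbp5* had a log2 fold change of 0.63, short of the thresholds.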

During recovery from hyperoxia (PN10), while many myofibroblast signature genes became upregulated, *Acta2* expression remained unchanged, suggesting that the entire myofibroblast signature has multiple upstream regulators that are differentially affected by hyperoxia.

To determine how hyperoxia changed PDGFRA^+^ fibroblast differentiation to myofibroblasts, we stained for the myofibroblast marker alpha-smooth muscle actin (α-SMA) and performed flow cytometry (Supplemental Figure 3A) (11, 16, 20, 54). There was a significant reduction of hyperoxia PDGFRA^+^α-SMA^+^ myofibroblasts over Lin^–^ fibroblasts at PN7 (Figure 2B). We identified by IHC that the loss of PDGFRA^+^α-SMA^+^ myofibroblasts was most apparent in regions of alveolar simplification in hyperoxia at PN7 (Figure 2C) but also visible at PN4 and PN10 (Supplemental Figure 3B). We previously demonstrated that distal lung myofibroblasts decrease during early lung injury (P0–P7), contrary to the massive increase during prolonged injury (55, 56). However, significantly more PDGFRA^–^ fibroblasts expressed α-SMA at all 3 time points after hyperoxia (Supplemental Figure 3C). These data suggest that hyperoxia specifically reduced myofibroblast differentiation in PDGFRA^+^ fibroblasts (Figure 2F).

### Hyperoxia induces lipofibroblast differentiation during alveolarization.

Current literature reports a reduction of total lipofibroblasts in hyperoxia, but this does not account for changes in PDGFRA-positive or -negative fibroblasts (34, 57–59). We used the lipofibroblast marker adipocyte differentiation-related protein (ADRP) to assess lipofibroblast differentiation in PDGFRA^+^ fibroblasts. Hyperoxia-exposed PDGFRA^+^ lipofibroblasts (PDGFRA^+^ADRP^+^) increased in total numbers compared with RA-exposed PDGFRA^+^ lipofibroblasts at PN7 and PN10 (Figure 2D). 

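The lipofibroblast signature drawn in Figure 2E has 34 genes. In hyperoxia 28 of them were higher at PN4, 32 at PN7, and 32 at PN10, with mean log2 fold changes of 0.93, 1.73, and 1.83. The thresholds were met by 7 genes as higher at PN4, 19 at PN7, and 26 at PN10, and by 0, 0, and 2 as lower. Adjusted over all genes, 6, 21, and 26 had a p under 0.05, and 8, 28, and 31 when adjusted over the signature, which shows no stability because the genes are the paper's own calls. The mean of the signature was above all RA samples in 2 of 3 hyperoxia samples at PN4 and in 3 of 3 at PN7 and PN10. Among the settings without added markers, leaving out a sample moved these counts most, to between 2 and 20 genes at PN4, 12 and 26 at PN7, and 13 and 28 at PN10. At PN7 the largest rises were in *Clec4n* (log2 fold change 3.73), *Ccl6* (3.51), and *Atp6v0d2* (3.33), and at PN10 in *Atp6v0d2* (3.43), *Mrc1* (3.37), and *Ear2* (3.27). *Clec4n*, a lectin receptor gene (chromosome 6, 123229843 to 123247021), went from 1.24 ± 0.967 FPKM in RA to 15.0 ± 2.45 FPKM in hyperoxia at PN7 (SD, n = 3 each, adjusted p = 0.00433). *Cd44* (-1.09) and *Lsp1* (-1.02) were lower at PN10. The signature followed a separate list of immune cell markers from sample to sample, with group means removed. Pearson's r was 0.993 and Spearman's rho 0.969 over 18 samples (permutation p = 1.2e-04 and 2.4e-04; adjusted over 4 relations, 4.8e-04 and 9.6e-04). Within PN4, PN7, and PN10 r was 0.999, 0.979, and 0.992, and without the 2 samples farthest from the median it was 0.986. With the immune marker mean in the model, chosen after the data were seen, 4 of the 7 genes at PN4, 5 of the 19 at PN7, and 3 of the 26 at PN10 still met the thresholds as higher.

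**Figure D2:**
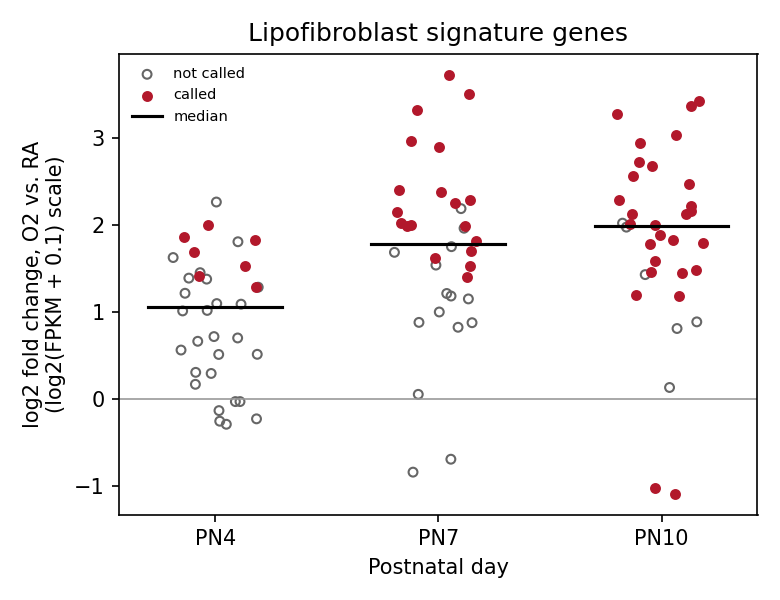
Log2 fold change of hyperoxia against RA for the 34 lipofibroblast signature genes at PN4, PN7, and PN10. Each point is a gene, filled red points met the thresholds, open grey points did not, and the black line is the median. At PN7 and PN10 32 of the 34 genes lie above 0.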

We confirmed an increase in lipofibroblast gene expression at all 3 time points in hyperoxia PDGFRA^+^ cells, with 7 lipofibroblast genes up at PN4, 24 up at PN7, and 27 up at PN10 (Figure 2E). 

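*Pparg* (chromosome 6, 115360951 to 115490399) encodes PPARγ. In sorted cells at PN4 it measured 1.61 ± 0.667 FPKM in RA and 6.15 ± 2.99 FPKM in hyperoxia (SD, n = 3 each), a log2 fold change of 1.83 (standard error 0.49, adjusted p = 0.0359). It was also higher at PN7, at 1.15 ± 0.761 FPKM and 5.67 ± 1.39 FPKM (2.39, adjusted p = 0.00381), and at PN10, at 0.540 ± 0.302 FPKM and 2.09 ± 0.351 FPKM (1.89, adjusted p = 0.0161). The lipoprotein lipase gene *Lpl* (chromosome 8, 68880491 to 68907448) had log2 fold changes of 2.00, 2.399, and 1.58 at these ages (adjusted p = 0.0199, 0.00239, and 0.0278). With the immune marker mean in the model, the log2 fold changes of *Pparg* were 1.30, 1.26, and 0.71 and those of *Lpl* 1.46, 1.25, and 0.39.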

*Pparg*, a nuclear receptor known to induce lipofibroblast fate in PDGFRA^+^ fibroblasts (33, 60), was upregulated at PN4. However, *Plin2* gene expression and ADRP protein expression were observed at PN7 (Figure 2, C and E). These data suggest that in hyperoxia, PN4 PDGFRA^+^ fibroblasts are committed to lipofibroblast fate by PN4 and fully differentiate into lipofibroblasts by PN7 (Figure 2F).

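The RNA for ADRP, *Plin2* (chromosome 4, 86648386 to 86670060), measured 12.6 ± 3.06 FPKM in RA and 36.0 ± 2.23 FPKM in hyperoxia at PN7 (SD, n = 3 each), a log2 fold change of 1.53 (standard error 0.37, adjusted p = 0.00979). At PN4 it measured 16.7 ± 3.02 FPKM and 31.8 ± 20.9 FPKM, and the difference of 0.72 was within the spread between samples (adjusted p = 0.234; exact permutation test, two-sided, p = 0.3). At PN10 it measured 9.40 ± 2.74 FPKM and 21.0 ± 3.61 FPKM (1.18, adjusted p = 0.0357). The effects at PN4 and PN7 were not shown to differ (log2 difference 0.81, adjusted p = 0.763). With the immune marker mean in the model, the log2 fold changes of *Plin2* at PN4, PN7, and PN10 were 0.22, 0.49, and 0.10.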

### Hyperoxia suppresses PDGFRA^+^ matrix fibroblast commitment during alveolarization.

We have previously demonstrated that increased PDGFRA kinase activity promotes matrix fibroblast differentiation in PDGFRA^+^ fibroblasts (16). Based on scRNA-Seq data sets, the matrix fibroblast has the ECM as the dominant cellular component, with ECM organization and extracellular structure organization as hallmark GO signatures. Our gene expression analysis demonstrated a significant reduction of the matrix gene signature at all time points (Figure 1E). 

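Single matrix genes moved in both directions. The tenascin C gene *Tnc* (chromosome 4, 63959785 to 64047015) was not changed past the threshold at PN4 (log2 fold change -1.22, adjusted p = 0.150). It was lower at PN7 (-3.65, adjusted p = 2.3e-04) and at PN10 (-1.88, adjusted p = 0.0197). *Ltbp2*, another gene of the extracellular matrix list (chromosome 12, 84783212 to 84876532), had a log2 fold change of -1.10 at PN4 (adjusted p = 0.111). It measured 57.0 ± 9.31 FPKM in RA and 5.41 ± 1.81 FPKM in hyperoxia at PN7 (SD, n = 3 each, -3.42, adjusted p = 8.1e-05), and 158 ± 31.3 FPKM and 48.4 ± 18.5 FPKM at PN10 (-1.77, adjusted p = 0.00933). The elastin gene *Eln* (chromosome 5, 134702593 to 134747323) had log2 fold changes of 0.06 at PN4 and -0.999 at PN7 that missed the threshold (adjusted p = 0.929 and 0.0698). At PN10 it was lower, at 552 ± 82.8 FPKM in RA and 176 ± 88.2 FPKM in hyperoxia (SD, n = 3 each, -1.75, adjusted p = 0.00522). The small change of *Eln* at PN4 became -0.05 after median-ratio scaling. In contrast, *Fbln2* (2.62, adjusted p = 6.6e-04), *Col8a1* (2.52, 5.0e-04), and *Dcn* (2.08, 0.0122) were higher at PN10. *Fn1*, whose protein marks matrix fibroblasts in the paper, had log2 fold changes of 0.25, -0.47, and 0.01 at PN4, PN7, and PN10 (adjusted p = 0.712, 0.418, and 0.988).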

We generated a “developmental” matrix fibroblast signature gene list by extracting shared gene expression from the scRNA-Seq data set of matrix fibroblasts from PN7 and PN10 available on LGEA/LungMAP (51–53). The expression of matrix signature genes was compared between RA and hyperoxia fibroblasts at PN4, PN7, and PN10. 

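The matrix fibroblast signature drawn in Figure 3A has 22 genes. At PN4 4 of them met the thresholds as lower in hyperoxia and 1 as higher, and at PN7 8 as lower and 1 as higher. By direction alone, 9 were lower and 13 higher at PN4, and 13 lower and 9 higher at PN7. Mean log2 fold changes were -0.13 and -0.66. The signature mean lay below all RA samples in 1 of 3 hyperoxia samples at PN4 (exact permutation test, two-sided, p = 0.6) and in 3 of 3 at PN7 (p = 0.1). Adjusted over all genes tested, 2 genes at PN4 and 9 at PN7 had a p under 0.05, and adjusted over the signature 6 and 11, which shows no stability because the genes are the paper's own calls. Leaving out a sample moved the count of lower genes at PN4 most, between 0 and 4. The lower genes at PN4 included *Chst2* (-1.41), *Olfml3* (-1.35), and *Cdh11* (-1.18), and the higher gene at both ages was *Nebl* (1.03 and 1.28). At PN7 *Gfra2* fell most, from 19.9 ± 1.97 FPKM to 2.04 ± 0.933 FPKM (chromosome 14, 70890120 to 70979838; SD, n = 3 each, log2 fold change -3.32, adjusted p = 1.8e-04). *Chst2* (chromosome 9, 95399292 to 95406722), which encodes a carbohydrate sulfotransferase, measured 8.23 ± 4.47 FPKM in RA and 2.78 ± 0.259 FPKM in hyperoxia at PN4 (adjusted p = 0.0609). At PN7 it measured 13.5 ± 2.08 FPKM and 2.11 ± 1.21 FPKM (-2.76, adjusted p = 5.4e-04).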

RNA-Seq on sorted PDGFRA^+^ fibroblasts revealed select genes within the matrix fibroblast signature to be downregulated at PN4 (6 genes) and PN7 (8 genes) while others were unchanged (N/A) (Figure 3A). At PN10, 8 matrix fibroblast genes remained downregulated in hyperoxia, but 10 genes became upregulated in hyperoxia. 

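At PN10, 6 of the 22 matrix fibroblast genes met the thresholds as lower and 9 as higher. By direction 12 were lower and 10 higher, and their mean log2 fold change was 0.10, with the signature mean above all RA samples in 2 of 3 hyperoxia samples (exact permutation test, two-sided, p = 0.8). Leaving out a sample gave between 1 and 8 lower genes. The settings without added markers gave between 6 and 10 higher genes. With the immune marker mean in the model, chosen after the data were seen, 6 genes met the thresholds in either direction, against 15 without it. With immune, epithelial, and endothelial marker means 0 did. The median standard error rose from 0.39 to 0.47 and 0.72 in these models, so a loss of power is not excluded. Without added markers, an adjusted p under 0.05 was reached by 15 genes over all genes tested and by 19 over the signature. The most reduced was *Chst2*, at 25.1 ± 4.92 FPKM in RA and 7.62 ± 3.75 FPKM in hyperoxia (SD, n = 3 each, log2 fold change -1.84, adjusted p = 0.00990), followed by *Cdh11* (-1.48) and *Gfra2* (-1.47). The largest rise was in the transcription factor gene *Maf* (chromosome 8, 115682942 to 115707794), from 0.520 ± 0.0507 FPKM to 3.18 ± 1.74 FPKM (SD, n = 3 each, 2.21, adjusted p = 0.00381). It was followed by *Nebl*, from 2.102 ± 0.657 FPKM to 7.12 ± 1.78 FPKM (1.72), *Itga8* (1.51), *Npnt* (1.49), and *Cp* (1.47).

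**Figure D3:**
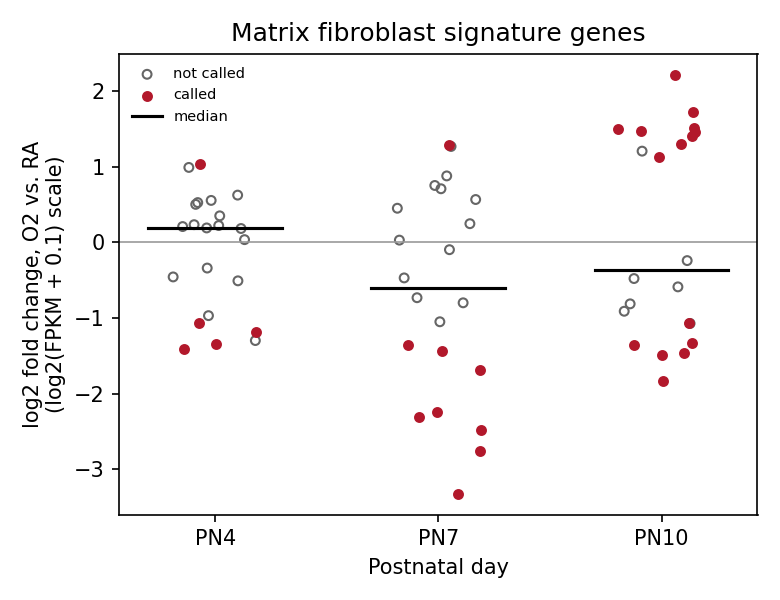
Log2 fold change of hyperoxia against RA for the 22 matrix fibroblast signature genes at PN4, PN7, and PN10. Each point is a gene, filled red points met the thresholds, open grey points did not, and the black line is the median. At PN10 genes that met the thresholds lie on both sides of 0, with 6 below and 9 above.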

Immunofluorescence for matrix fibroblast proteins fibronectin 1 (FN1) and cartilage associated protein (CRTAP) demonstrated parenchymal loss of both PDGFRA^+^FN1^+^ and PDGFRA^+^CRTAP^+^ matrix fibroblasts in the distal lung in hyperoxia at PN7 (Figure 3, B and C). To determine hyperoxia-mediated changes in matrix fibroblast function in PDGFRA fibroblasts, we performed flow cytometry on Lin^–^ fibroblasts and stained for PDGFRA^+^, CD29^+^, and CD34^+^ as previously described (16, 17) to discern between PDGFRA^+^ myofibroblasts (PDGFRA^+^CD29^+^) and PDGFRA^+^ matrix fibroblasts (PDGFRA^+^CD34^+^) (Supplemental Figure 5A). Proliferation was assessed by Ki-67^+^. Flow cytometry demonstrated a loss of proliferating CD34^+^Ki-67^+^ matrix fibroblasts among the PDGFRA^+^ population during PN4 and PN7 hyperoxia and significantly more proliferation during PN10 recovery (Figure 3D). There were significantly fewer Ki-67^+^ cells in the PDGFRA^+^CD29^+^ population at PN4, but more at PN10, indicating compensatory proliferation of myofibroblast population during hyperoxia recovery (Figure 3E). These data are comparable to the decrease in proliferation in PDGFRA^+^α-SMA^+^ cells (Figure 2B) and indicate that CD29 positivity precedes α-SMA expression. We previously identified the PDGFRA^+^CD29^+^CD34^+^ fibroblast as having characteristics of both myofibroblasts and matrix fibroblasts, which we denote here as myo/matrix fibroblasts (16, 17). During hyperoxia there were significantly fewer Ki-67^+^ myo/matrix fibroblasts among CD34^+^CD29^+^ cells at PN4 but more Ki-67^+^ myo/matrix fibroblasts at PN10 during recovery (Figure 3F). The RNA and population level matrix fibroblast changes are detailed in Figure 3G. Elastin gene expression is a signature of PN7 secondary crest fibroblasts (51). In hyperoxia lungs, elastin protein deposition in the tips of secondary crests was reduced, visualized by a Weigert’s Elastin stain (Supplemental Figure 5B).

### Hyperoxia-exposed PDGFRA^+^ fibroblasts fail to support alveolar organoid formation and AT1 cell differentiation in vitro.

We have shown that during hyperoxia injury and RA recovery, the PDGFRA^+^ fibroblast population was markedly reduced in overall fibroblast numbers and contained fewer myo/matrix fibroblasts (Figure 1G). How these functional changes in fibroblasts affect alveolar epithelial differentiation was assessed in organoid studies. MACS-isolated PDGFRA^+^ cells from PN7 hyperoxia or RA lungs were cultured with normal CD326-sorted epithelium from adult mouse lungs. After 3 weeks, organoid cultures were fixed, sectioned, and stained by IHC. Organoids were assessed for proximal and distal epithelial differentiation by expression for SFTPC, AGER, HOPX, CCSP, and SOX9. Hyperoxia-derived PDGFRA^+^ fibroblasts formed significantly fewer small organoids (Figure 4, A and B), suggesting a failure to support alveolar organoids in vitro. There was a small but significant decrease in SPC area over DAPI area, suggesting a reduction in the number of AT2 cells (Figure 4, C and D). Reduction in AGER area over DAPI area (Figure 4, E and F) and HOPX and DAPI dual-positive cells (Figure 4, G and H), indicated reduced AT1 differentiation. These findings are comparable to reduced AT2 and AT1 differentiation in vivo (Supplemental Figure 1F) (48). Unexpectedly, there was a significant reduction in club cell marker CCSP^+^DAPI^+^ cells, indicating that disrupted paracrine signals in the PDGFRA^+^ population may also affect proximal epithelial cell differentiation (Figure 4, I and J). There was no difference in P63^+^DAPI^+^ basal cells or SOX9^+^DAPI^+^ or SOX2^+^DAPI^+^ nuclei, which mark distal and proximal epithelial progenitors, respectively (Supplemental Figure 6, A–D). Taken together, these data demonstrate that hyperoxia-exposed PDGFRA^+^ fibroblasts fail to support epithelial differentiation in vivo and in vitro (Figure 4M).

### Loss of contraction in hyperoxia PDGFRA^+^ fibroblasts.

Contractile myofibroblasts are important for the elongation of the secondary crests (12, 16, 20, 54). MACS-isolated PDGFRA^+^ fibroblasts from PN7 RA and hyperoxia lungs were placed in a collagen pellet contraction assay (Figure 4, K and L). PDGFRA^+^ fibroblasts from hyperoxia mice contracted collagen pellets less efficiently than RA fibroblasts, indicating reduced commitment to the myofibroblast lineage (Figure 4, K and L). In summary, neonatal hyperoxia exposure increases the ratio of lipofibroblasts at the expense of myo/matrix fibroblasts within the PDGFRA^+^ fibroblast population. When isolated and placed in functional assays, these PDGFRA^+^ fibroblasts lose the ability to support alveolar organoid colony formation and AT1 cell differentiation, fail to support club cell differentiation, and are less contractile (Figure 4M).

### WNT signaling is selectively reduced in hyperoxia-exposed PDGFRA^+^ fibroblasts, and activation of WNT or PDGF-AA can restore matrix and myofibroblast function.

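The network in Figure 5A draws 35 changes of WNT pathway genes, 27 lower and 8 higher. All 35 had the drawn direction, and 33 met the thresholds, which were 4 of 4 at PN4, 14 of 15 at PN7, and 15 of 16 at PN10. The others were *Plcb1* at PN7 (log2 fold change -1.05, adjusted p = 0.109) and *Fzd1* at PN10 (-0.96, adjusted p = 0.0177). Because the network was drawn from calls on these samples, its count shows no stability of the result. With a filter at 5 FPKM 31 of them were left, all with the drawn direction, and 35 had it under each of the other 8 settings, which did not include leaving out samples or the samples of an age alone. A list of 22 WNT target genes was fixed in advance and shares genes with the network, among them *Tcf7* and *Lef1*. Of these 22 genes, 19 passed the filter. Their mean log2 fold change was -0.53 at PN4 (camera adjusted p = 1.1e-04), -1.17 at PN7 (4.2e-05), and -0.47 at PN10 (0.00812), with the list mean below all RA samples in 3 of 3 hyperoxia samples at each age (exact permutation test, two-sided, p = 0.1 each). At these ages 14, 14, and 13 genes were lower, 4, 9, and 4 met the thresholds as lower, and 1 was higher at PN10. An adjusted p under 0.05 was reached by 3, 10, and 7 genes over all genes tested and by 7, 11, and 8 over the list. With the correlation between genes estimated, the camera test of this list had no adjusted p under 0.05 at any age. The Reactome WNT pathway, with 183 genes tested, gave mean log2 fold changes of 0.07, -0.13, and 0.04. The ligand gene *Wnt5a* (chromosome 14, 28504750 to 28527448) measured 21.0 ± 9.91 FPKM in RA and 5.27 ± 1.05 FPKM in hyperoxia at PN4 (SD, n = 3 each, log2 fold change -1.90, adjusted p = 0.0130). It measured 41.0 ± 11.3 FPKM and 3.69 ± 1.19 FPKM at PN7 (-3.46, adjusted p = 5.3e-05), and 56.6 ± 13.1 FPKM and 22.8 ± 10.8 FPKM at PN10. *Lef1*, a WNT transcription factor gene (chromosome 3, 131110471 to 131224356), had log2 fold changes of -1.46 (adjusted p = 0.0602), -3.03 (3.4e-04), and -1.70 (0.0165). The receptor gene *Lgr6* met the thresholds at PN7 alone (log2 fold change -2.19, adjusted p = 0.00123), with -1.02 at PN4 and -1.05 at PN10.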

Pathway analysis on the RNA-Seq data set predicted a substantial reduction of WNT signaling at all time points in hyperoxia-exposed PDGFRA^+^ fibroblasts (Figure 5A). We validated downregulation of the WNT pathway receptors *Lgr6*, *Fzd1*, and *Fzd2* and the WNT ligand *WNT5a* via RT-qPCR on MACS-isolated PN7 PDGFRA^+^ fibroblasts during hyperoxia (Figure 5B). These data suggest that hyperoxia PN7 PDGFRA^+^ fibroblasts are less receptive and responsive to incoming WNT signals. R-spondin signaling, which positively regulates WNT signaling, has recently emerged in BPD as a potential regulator of fibroblast differentiation (59). Human IMR90 lung fibroblasts are PDGFRA^+^ and derived from human fetal lung; thus, they are ideal to study molecular mechanisms that drive changes in fibroblast activation resulting in BPD (61). In vitro stimulation of human IMR90 PDGFRA^+^ neonatal lung fibroblasts with R-spondin–conditioned media increased expression of *TCF21* (Lipo), *FGF7* (mesenchymal alveolar niche cell [MANC]), and *CD248* (Myo) signature genes (Supplemental Figure 4A). However, R-spondin treatment of hyperoxia fibroblast organoids did not significantly rescue organoid formation or epithelial differentiation (data not shown). In contrast, the canonical WNT activator CHIR (62) reduced expression of *CD248*, *FGF7*, and *WNT2* and induced *AXIN2* and *WNT5A* expression in IMR90 human fibroblasts and AXIN2 in both RA and hyperoxia fibroblasts (Supplemental Figure 4, B–D). We assessed myofibroblast differentiation by CHIR and PDGF-AA treatment in PN7 RA and hyperoxia PDGFRA^+^ fibroblasts in a collagen contraction assay. Interestingly, CHIR treatment of RA fibroblasts reduced collagen contraction while PDGF-AA increased contraction. In hyperoxia PDGFRA^+^ fibroblasts, neither CHIR nor PDGF-AA could restore myofibroblast contractions (Figure 6A). These data suggest that WNT and PDGFA activation do not change myofibroblast differentiation.

### Activation of WNT or PDGFRA signaling restores lung organoid formation and AT2/AT1 differentiation.

We have previously published that activation of matrix fibroblast function by treatment with PDGF-AA ligand restoreS AT1 and AT2 differentiation in human idiopathic pulmonary fibrosis (IPF) lung organoids (37). To assess whether activation of canonical WNT signaling with CHIR or matrix fibroblast function with PDGF-AA restores alveolar organoid formation in hyperoxia fibroblasts and their ability to support AT2/AT1 differentiation, we cultured organoids made with PN7 RA or hyperoxia fibroblasts and adult alveolar epithelial cells in the presence of CHIR or PDGF-AA (Figure 6, B–D, and Supplemental Figure 6F). CHIR treatment of RA fibroblast organoids decreased the number of small alveolar organoids (<250 μm) and increased the number of larger organoids, while PDGF-AA treatment did not change the number or size of RA organoids. Hyperoxia fibroblasts had a significant reduction (*P* < 0.0001) in small organoid formation, which was restored by CHIR and PDGF-AA treatment. Large organoids made with hyperoxia fibroblasts were also markedly increased by both CHIR and PDGF-AA treatment. In addition, CHIR-treated organoids formed tubular structures that were not observed before. These data demonstrate that CHIR and PDGF-AA treatment restores lung organoid formation and growth in hyperoxia PDGFRA^+^ fibroblasts and that hyperoxia fibroblasts are more susceptible to stimulation by canonical WNT signaling.

We assessed epithelial differentiation by immunofluorescence for HOPX, AGER, SPC, CCSP, ARL13B, and P63 (Figure 6, E–K, and Supplemental Figure 6E). In RA organoids, CHIR reduced HOPX, AGER, and CCSP expression. In hyperoxia organoids, CHIR increased the total number of SPC^+^ cells and rescued the number of HOPX^+^ AT1 progenitors. These data suggest that CHIR reduces the ability of RA fibroblasts to drive epithelial differentiation but activates both expansion of AT2 cells and AT1 progenitor cells in hyperoxia fibroblasts. In contrast, PDGF-AA treatment of RA organoids decreased AGER expression, but in hyperoxia organoids, increased AGER. The ratio of AGER to SPC protein expression was significantly higher in PDGF-AA–treated hyperoxia organoids compared with CHIR-treated organoids, indicating that PDGF-AA directs the mesenchyme to support AT2-to-AT1 conversion, while CHIR directs the mesenchyme to support AT2 proliferation (Figure 6L). These results are summarized in Figure 7, where PN7 fibroblasts from hyperoxia-exposed lungs retain their plasticity and can be pushed to support distal epithelial differentiation through treatment with either PDGF-AA or CHIR.

## Discussion

Neonatal care has progressed to a point where lifesaving interventions such as antenatal corticosteroids, surfactant replacement, and mechanical ventilation can stabilize a premature infant’s lungs. Due to a poor understanding of maladaptive alveolarization in BPD pathogenesis, it remains unclear how to harness and augment normal mechanisms of alveolarization following an injury to fully restore lung function (29, 63–65). While other research groups have focused on lineage relationships to identify the progenitor cell of the fibrotic fibroblasts in hyperoxia, we try to dissect phenotypical changes in a population that is defined by expression of PDGFRA. PDGFRA-expressing fibroblasts are very likely derived from different lineages, as PDGFRA expression is activated in a dynamic and spatial/temporal manner (12, 15–17, 20, 54, 66). Fibroblasts support epithelial and endothelial cells and very likely react to injury in a context-dependent manner. In this study, we focused on functional changes of PDGFRA^+^ fibroblasts and proportional changes of myo-, lipo-, and matrix fibroblasts within the general PDGFRA^+^ population. Within the PDGFRA^+^ fibroblasts, we identified loss of contractility in myofibroblasts, reduced ECM remodeling in matrix fibroblasts, and an increase in lipofibroblast differentiation during hyperoxia injury that persisted during the RA recovery phase. We linked matrix fibroblast function with WNT signaling and provide evidence that matrix fibroblasts are essential for proper AT1 differentiation.

Excessive myofibroblast differentiation has been documented in lungs after hyperoxia injury (59). Here we demonstrate that PDGFRA^–^ myofibroblasts increase during hyperoxia injury and very likely represent the myofibroblast population previously documented to expand (30, 67). These data are in agreement with a murine hyperoxia study, where the PDGFRA^+^ population was lineage-traced and shown not to contribute to hyperoxia-associated myofibroblasts (12). It has been well documented that the secondary crest fibroblasts are important for septal elongation and loss of transient myofibroblast differentiation during secondary septation results in alveolar simplification (9, 13, 15, 20, 23, 68, 69). In this study, we identified a loss of PDGFRA^+^ myofibroblasts during hyperoxia injury and a moderate compensatory increase during recovery. Moreover, we showed that PN7 hyperoxia-exposed PDGFRA^+^ fibroblasts demonstrated reduced collagen contractility, supporting previous findings that contractile myofibroblasts are important for septation (12). These data suggest that hyperoxia impedes PDGFRA^+^ myofibroblast differentiation during a critical developmental window which results in suppressed septation and alveolar simplification in BPD.

We saw a consistent expansion of PDGFRA^+^ lipofibroblasts during hyperoxia injury, which diverges from classical reports of the lipofibroblast in hyperoxia, which did not distinguish between PDGFRA-positive and -negative fibroblasts (30, 36). Previous in vivo and in vitro studies describe an overall loss of lung lipofibroblasts after hyperoxia (30, 36). In contrast, here we report that hyperoxia increased the PDGFRA^+^ lipofibroblast population. Lipofibroblasts are known to support AT2 cells; this supportive role was maintained in hyperoxia lungs as we did not find any changes in AT2 cell differentiation in vivo (34, 40, 68, 70, 71).

We recently showed that the PDGFRA^+^ matrix fibroblast is lost in nonfibrotic areas of IPF lungs and that PDGFRA fibroblasts in aged lungs are committed to a myofibroblast phenotype (37). In vitro organoid cocultures with aged PDGFRA fibroblasts resulted in a decreased number of organoids and failed AT1 differentiation (8, 72). In this hyperoxia study, we find that the loss of the PDGFRA^+^ matrix fibroblast signature is correlated with a similar decrease in the number of organoids and failed AT1 differentiation. Many of the developmental matrix fibroblast signature genes (51) overlapped with signature genes of the adult MANC, including *Fgf7*, *Pdgfra*, and *WNT2* (19, 51, 73). MANCs and PDGFRA^+^ fibroblasts are known to support the alveolar niche in adult lungs and have been shown to support AT2-to-AT1 transdifferentiation in lung organoid cultures (10, 73, 74). These data suggest that the developmental matrix fibroblast is very similar to the regenerative adult MANC. Future studies dissecting adult and developmental PDGFRA^+^ fibroblasts combined with lineage tracing experiments might reveal a unique fibroblast progenitor population that gives rise to both developmental secondary crest myofibroblasts and regenerative adult MANCs.

WNT signaling has been implicated in epithelial self-renewal, epithelial differentiation in adult injury repair, and 3D cell culture models (73, 75, 76). However, sustained WNT signaling has been associated with fibrotic injury response and IPF (77–81). Several studies looked at the induction of WNT signaling in the lung mesenchyme and epithelium after hyperoxia injury and found that inhibiting WNT can rescue hyperoxia-induced injury (59, 82, 83). In this study, we report that hyperoxia exposure in vivo results in gene expression and functional changes in PDGFRA^+^ fibroblasts that are predicted to be downstream of WNT signaling. The functional changes in PDGFRA^+^ fibroblasts resulted in impaired support of AT2 and AT1 differentiation in vivo and in organoid studies. Activation of canonical WNT signaling by CHIR treatment of human fetal PDGFRA^+^ fibroblasts (IMR90) resulted in downregulation of *FGF7* and upregulation of *AXIN2*, which would result in a profibrotic fibroblast activation (73). CHIR treatment of RA versus hyperoxia organoids had the opposite effect. Our data suggest that RA fibroblasts react to canonical WNT signaling by becoming less supportive of epithelial differentiation and more profibrotic, whereas hyperoxia fibroblasts react to canonical WNT activation with increased regenerative and niche-supporting functions. All these studies demonstrate context-dependent, cell-specific beneficial and detrimental WNT function during normal development and disease pathogenesis. Recent studies highlight the matrix fibroblast as an important cell in IPF (37), supporting a similar important role in BPD pathobiology. Future studies on the specific role of matrix fibroblasts during early lung development will reveal whether pharmacological induction of matrix fibroblast differentiation by WNT signaling modulators will have beneficial effects on alveolar septation and the epithelial differentiation in BPD and IPF.

## Methods

Additional materials and methods are provided in Supplemental Methods.

### Murine neonatal hyperoxia exposure.

Newborn WT C57BL/6J mice (from mice from The Jackson Laboratory) were placed in either RA or into a hyperoxia O_2_ (O2) 30″ × 20″ × 20″ propylene chamber in which the oxygen concentration was maintained at 90% O_2_. For injury time points, pups were continuously exposed to hyperoxia from PN0 until being harvested at PN4 or PN7. For recovery time point, neonatal mice were exposed to 90% O_2_ from PN0–PN7 then returned to RA until being harvested at PN10. Nursing dams were rotated between groups every 24 hours to prevent oxygen toxicity damage to the dams.

### Cell isolation, RNA purification, and quantification.

PDGFRA^+^ cells were isolated from homogenized lungs by positive selection using MACS (Miltenyi Biotec) following manufacturer’s instructions. Epithelial cells were isolated with Anti-Mouse CD326 (EpCAM) MicroBeads, and fibroblasts were isolated with Anti-Mouse CD140A (PDGFRA) MicroBeads (Miltenyi Biotec). RNA was extracted from MACS-sorted cells or cells harvested from IMR90 cell culture using the RNeasy Mini Kit (QIAGEN, 74104). RNA quality was verified using a spectrophotometer (NanoDrop, Thermo Fisher Scientific). RNA was reverse-transcribed into single-stranded cDNA using the Verso complementary DNA synthesis kit (Life Technologies, AB-1453). Quantitative PCR was conducted using TaqMan primers and TaqMan Master Mix (Life Technologies) and measured using StepOnePlus Real Time PCR system (Thermo Fisher Scientific) (see Supplemental Table 2 for primer information). Bulk RNA-Seq was performed on MACS-isolated PDGFRA^+^ cells from PN4, PN7, and PN10 neonatal mice by Cincinnati Children’s Hospital Medical Center’s Gene Expression Core (GEO accession GSE171812; see Supplemental Table 5).

### Flow cytometry staining.

Freshly isolated mouse lung cells (*n* = 4–6) from PN4, PN7, and PN10 were washed and resuspended in staining buffer (Hanks 1× PBS, 1 mM EDTA, 25 mM HEPES, 2% FBS) and then blocked for 30 minutes with anti-CD16/32 (eBioscience). Cells were washed with staining buffer and then incubated with fluorescently conjugated surface antibodies on ice for 30 minutes; they were then subsequently fixed, permeabilized, and stained with intracellular antibodies (Supplemental Table 3). To set positive gates and compensate for the overlap of fluorescence emission spectra, fluorescence minus one and fluorescent antibodies were used (Supplemental Table 4). Side scatter pulse-width with forward scatter pulse-height and forward scatter pulse-width with side scatter pulse-height excluded doublets; dead cells were excluded using the viability dye. Cells were sorted with a BD LSR II analyzer with 5 lasers, and the results were analyzed using FlowJo software.

### Organoids.

Pups from 2 or more litters of WT C57BL/6J were exposed to RA and hyperoxia as described above for 7 days and then harvested on PN7 for organoid culture. An adult mouse from the same line kept in RA was harvested for epithelial cells. After MACS for PDGFRA^+^ fibroblasts (RA and hyperoxia pups) and CD326^+^ EPI (RA adult), cells were combined in a 10:1 ratio (FB/EPI) and mixed with Cultrex basement membrane extract (Trevigen BME; laminin, coll-iv, entactin, heparan sulfate proteoglycan) at a 1:1 ratio. The mixture was loaded in air-liquid-interface Transwells on a 24-well plate (both from Falcon), cultured in DMEM-Ham’s F12 media (Gibco) with added nutrients (5% FBS, 15 mM HEPES, penicillin and streptomycin, fungizone, 10 μg/mL insulin, 5 μg/mL transferrin, 0.1 μg/mL cholera toxin, 25 ng/mL EGF, and 30 μg/mL bovine pituitary extract) for 21 days, and fixed for immunofluorescence (see Supplemental Table 1 for antibodies used in the study).

### Statistics.

An unpaired Student’s 2-tailed *t* test was used to determine the significance between 2 groups. A 1-way ANOVA followed by Tukey’s multiple-comparison test was used to determine significance between 3 or more groups. GraphPad Prism 9.0.0 was used to calculate statistical differences and for creation of the associated graphs. Graphs are presented as dot plots with the mean as the top of the underlying bar graph, and error bars are ± SEM or ± SD, specified in the figure legends. *P* < 0.05 was considered statistically significant, and levels of significance were denoted as *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

### Study approval.

Mice are housed in a pathogen-free facility accredited by the Association for Assessment and Accreditation of Laboratory Animal Care at Cincinnati Children’s Hospital Medical Center (CCHMC). All animal protocols used in this study were approved by the Institutional Animal Care and Use Committee at CCHMC. No human studies were performed, and no human samples were used.

## Author contributions

MRR, MGU, and MW are co–first authors; they each had lead roles in designing and performing experiments and performing data analysis. MRR is listed first because of his lead role in writing the manuscript and designing and performing experiments critical to the organoid cultures; MGU is listed second because of her contributions to experiments and the manuscript; and MW is listed third because of her lead role in the early project design and experimentation. JG performed and analyzed the organoid experiment. SED performed functional enrichment analysis on the RNA-Seq data and generated the associated heatmap. JS generated the signature gene heatmaps (51, 84), created the WNT predictive network, and edited the manuscript. BL performed the R-spondin treatment on IMR90 cells. ME performed the flow cytometry experiments. SKA, JW, and AKTP designed experiments, interpreted data, and edited the manuscript. AKTP cowrote the manuscript.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
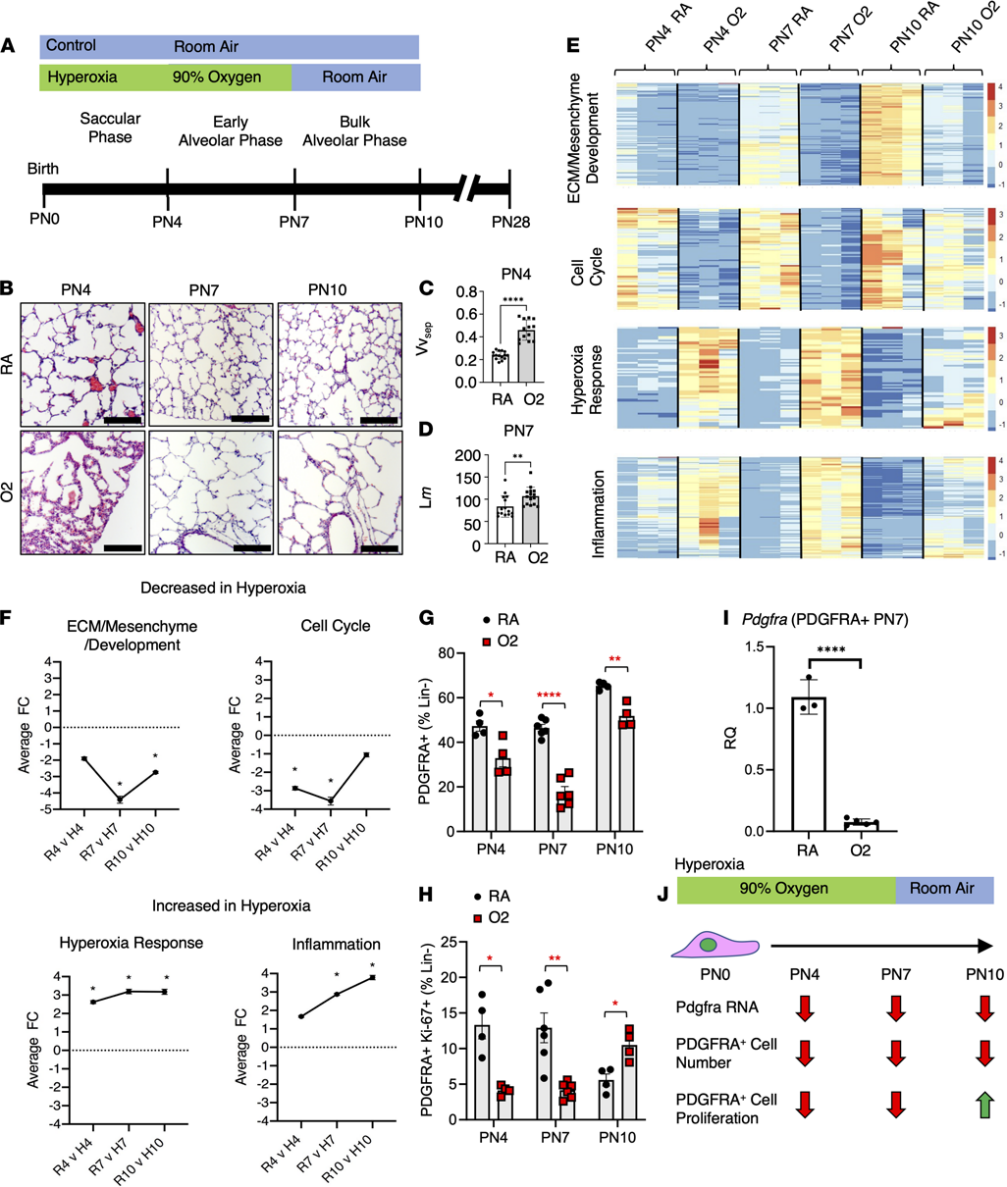
Exposure to hyperoxia PN0–PN7 results in increased inflammatory and hypoxic response and decreased cell cycle and ECM development gene expression in isolated PDGFRA^+^ fibroblasts. (**A**) Timeline and murine hyperoxia exposure schematic used. (**B**) H&E of PN4, PN7, and PN10 RA and hyperoxia (O2) lungs. Scale bars = 250 μm. (**C**) Vv_sep_ (volume density of alveolar septa) of PN4 RA and O2 lungs. (**D**) L*m* (mean linear intercept of airspaces) of PN7 RA and O2 lungs. In **C** and **D**, *n* = 3. Two-tailed Student’s *t* test was used, **P < 0.01; ****P < 0.0001. Error bars show mean ± SD. (**E**) Gene enrichment analysis performed using ToppGene’s ToppFun, functional enrichments within each profile identified, all profiles compared with each other using Toppcluster. Heatmap of the resulting list, *z* score normalized, generated using Partek Genomics Suite (85). (**F**) Average fold change of associated GO terms for each time point in O2 compared with RA. (**G**) Flow cytometry on PDGFRA^+^ fibroblasts performed at PN4, PN7, and PN10 and gated as CD45^–^CD326^–^CD31^–^ (Lineage-negative fibroblasts, “Lin^–^”) and CD140^+^ (PDGFRA^+^). PDGFRA^+^ over Lin^–^ reveals reduction in total PDGFRA^+^ fibroblasts in O_2_. (**H**) PDGFRA^+^Ki-67^+^ compared with total Lin^–^ fibroblasts reveals reduced proliferation in O2 until PN10, when it was increased compared with RA. In **G** and **H**, *n* = 4–6 RA and O2 mice were used. Two-tailed Student’s *t* test was used, *P < 0.05; **P < 0.01; ****P < 0.0001. Error bars show mean ± SEM. (**I**) MACS-isolated PDGFRA^+^ fibroblasts show reduced *Pdgfra* expression by RT-qPCR. *n* = 3–6 RA and O_2_ mice. Two-tailed Student’s *t* test was used, ****P < 0.0001. Error bars show mean ± SD. (**J**) Schematic showing loss of PDGFRA cell number and proliferation during hyperoxia early injury and recovery.

**Figure 2:**
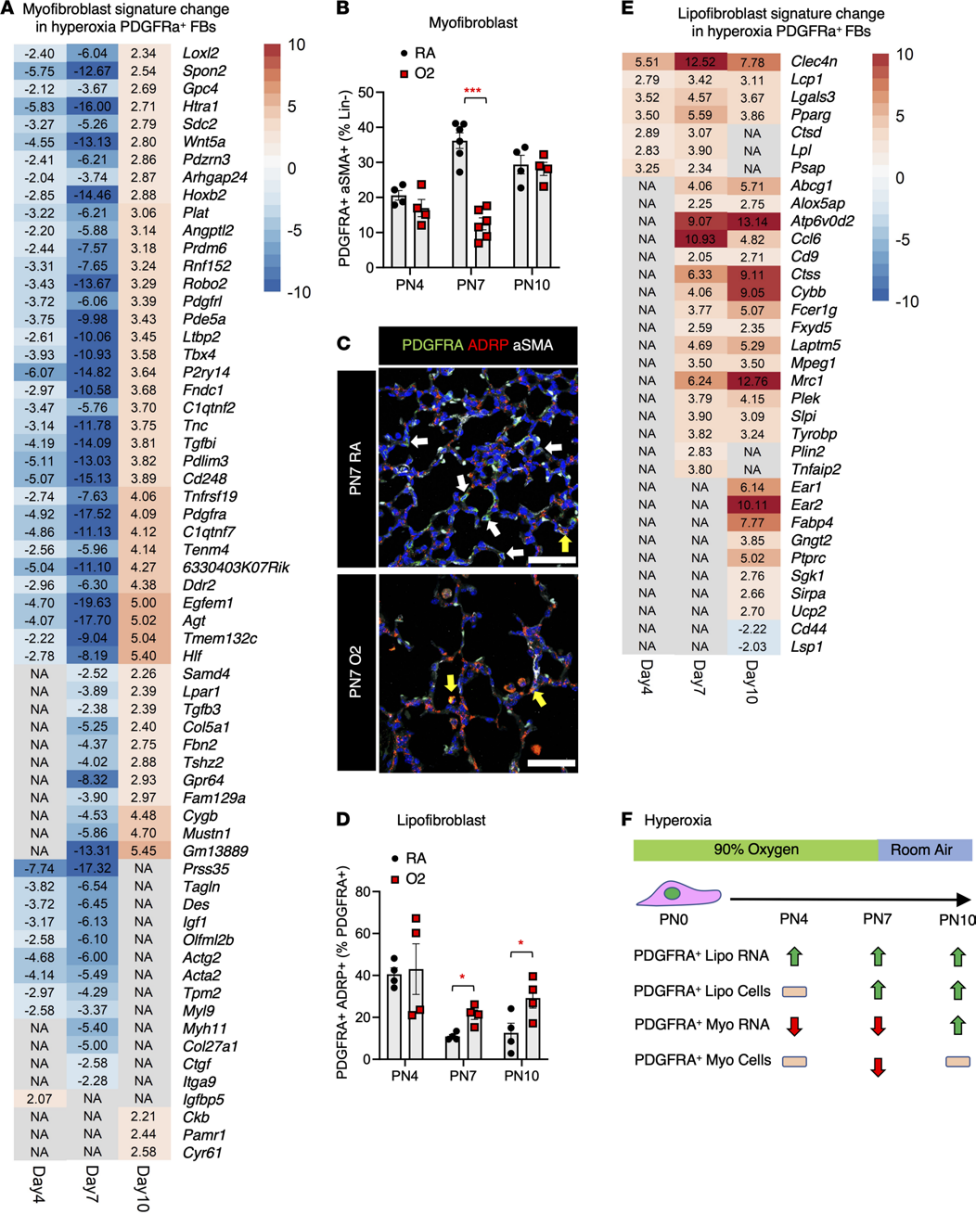
Loss of PDGFRA^+^ myofibroblasts and gain of PDGFRA^+^ lipofibroblasts during alveolarization in hyperoxia-exposed lungs. (**A**) Signature genes for myofibroblasts were determined by downloading and comparing PN7 and PN10 markers genes for respective cell types from LGEA (51). Significant fold change (fold change > 2, binomTest *P* < 0.01, and reads per kilobase of transcript per million mapped reads > 1 in 2 of the 3 replicates in at least 1 condition being compared) displayed in a heatmap made in pheatmap (86). (**B**) Flow cytometry of PDGFRA^+^α-SMA^+^ fibroblasts compared with total Lin^–^ fibroblasts reveals significant reduction of PDGFRA^+^ myofibroblasts at PN7 in O2. (**C**) PN7 RA and O2 lungs immunostained for PDGFRA, ADRP, and α-SMA. Yellow arrows point to PDGFRA^+^ADRP^+^ cells, which are low in RA and enriched in O2, while white arrows point to PDGFRA^+^ADRP^–^ cells; scale bars = 50 μm. (**D**) Flow cytometry on PDGFRA^+^ADRP^+^ compared with total PDGFRA^+^ reveals that, among the PDGFRA^+^ population, there is a selection for lipofibroblasts at PN7 and PN10. In **B** and **D**, *n* = 4–6; control (RA) and experimental (O2) mice were used. A 2-tailed Student’s *t* test was used, *P < 0.05; ***P < 0.001. Error bars show mean ± SEM. (**E**) Top 50 lipofibroblast signature genes were obtained from a recently published mouse lung scRNA-Seq study, with heatmap of significant fold change created using pheatmap (86). (**F**) Schematic that shows dynamic changes in PDGFRA^+^ myo- and lipofibroblast RNA expression and cell populations.

**Figure 3:**
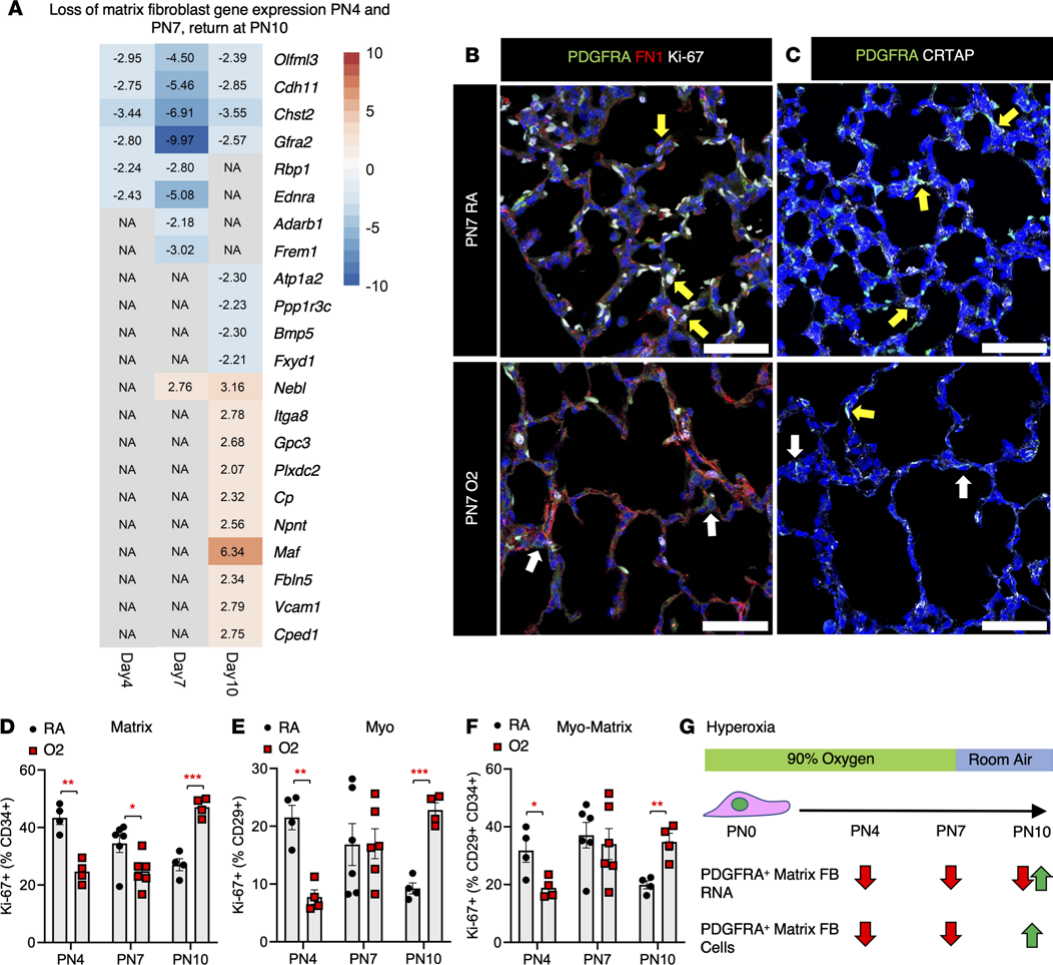
Loss of PDGFRA^+^ myo/matrix fibroblasts in hyperoxia. (**A**) Heatmap made in the pheatmap program of significantly changed matrix-fibroblast signature genes, identified using LGEA (https://research.cchmc.org/pbge/lunggens/mainportal.html) (51, 86) (**B**) PN7 RA and O2 immunofluorescence for PDGFRA (green), FN1 (red), and Ki-67 (white). Yellow arrows point to proliferating (nuclear Ki-67) PDGFRA^+^FN1^+^ matrix fibroblasts (FBs), which are largely absent from O2 lungs. White arrows point to nonproliferating PDGFRA^+^FN1^–^ FBs. (**C**) PN7 RA and O2 immunofluorescence showing reduced matrix fibroblast marker CRTAP (white) in PDGFRA^+^ fibroblasts (green) in hyperoxia. Yellow arrows point to PDGFRA^+^CRTAP^+^ matrix fibroblasts, white arrows point to PDGFRA^+^CRTAP^–^ FBs. In **B** and **C**, scale bars = 50 μm. (**D**–**F**) Flow cytometry. PDGFRA^+^ fibroblasts were gated using CD29 on the *x* axis and CD34 on the *y* axis (16, 17). (**D**) CD34^+^Ki-67^+^ matrix fibroblasts over total CD34^+^ are reduced in hyperoxia at PN4 and PN7 but are upregulated at PN10. (**E**) CD29^+^Ki-67^+^ myofibroblasts over total CD29^+^ are reduced in hyperoxia at PN4, unchanged at PN7, and upregulated at PN10. (**F**) CD29^+^CD34^+^Ki-67^+^ myo/matrix fibroblasts over total CD29^+^ CD34^+^ are reduced in hyperoxia at PN4, unchanged at PN7, and upregulated at PN10. In **D**–**F**, *n* = 4–6, control (RA) and experimental (O2) mice were used. A 2-tailed Student’s *t* test was used, *P < 0.05; **P < 0.01; ***P < 0.001. Error bars show mean ± SEM. (**G**) Schematic showing dynamic changes in the PDGFRA^+^ matrix fibroblast RNA signature gene expression and cell population in hyperoxia and RA recovery.

**Figure 4:**
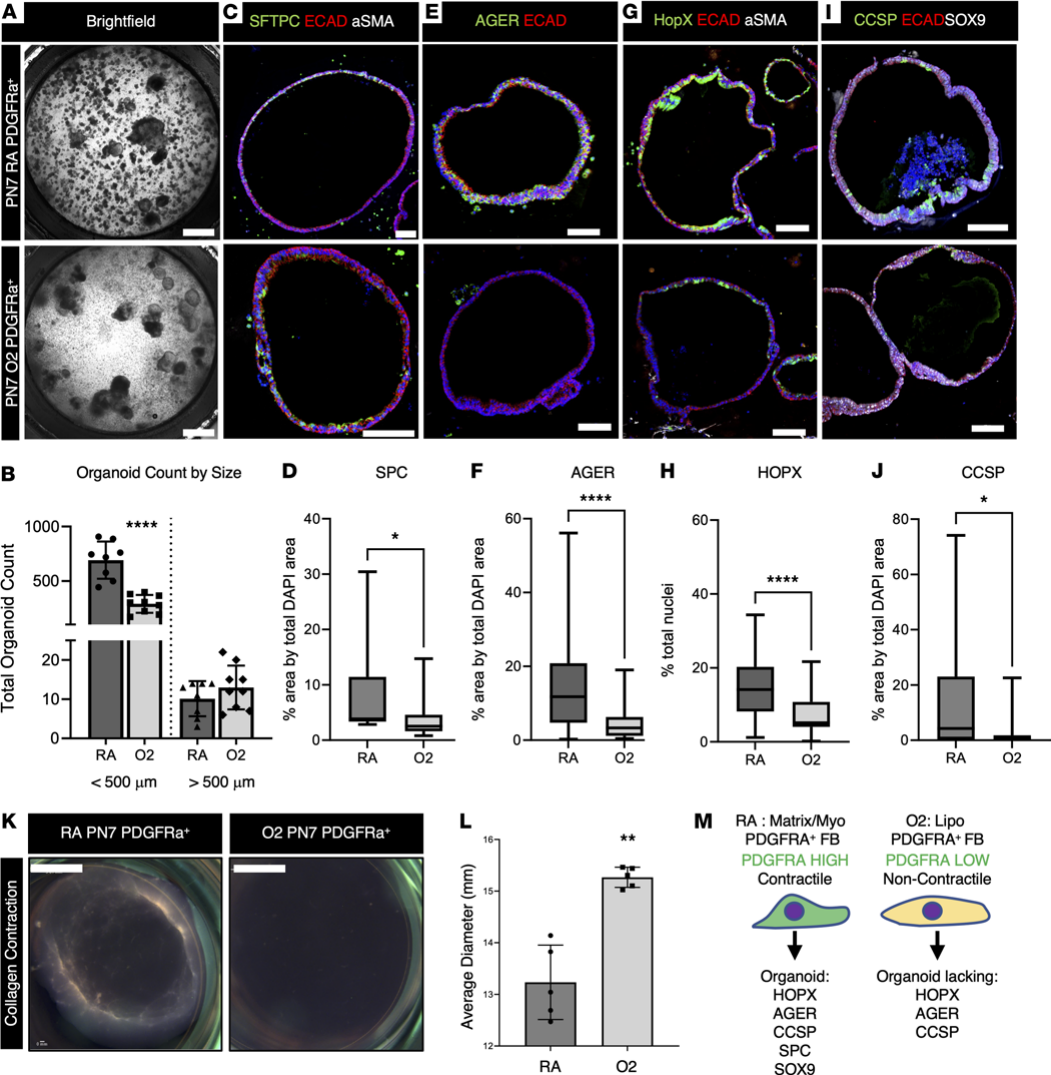
PDGFRA^+^ fibroblasts exposed to hyperoxia fail to support epithelial differentiation in organoid culture. (**A**) Organoids were made by coculturing fibroblasts from PN7 RA or O2-exposed (PN0–PN7, 90% O2) with adult RA epithelium, cultured for 3 weeks, and bright-field images were taken on fixed samples. Scale bar =1 mm. (**B**) Alveolar organoids were quantified on Nikon Elements by diameter, revealing reduced small colonies in hyperoxia. *n* = 8–10, control (RA) and experimental (O2) organoid transwells (replicates) were used. A 2-tailed Student’s *t* test was used, ****P < 0.0001. Error bars ± SD. (**C**,** E**, **G**, and **I**) Immunofluorescence on paraffin-embedded sections for markers of epithelial differentiation. Scale bars = 100 μm. (**D**, **F**, **H**, and **J**) Organoids were quantified using Nikon elements. Nuclear antibody stain HOPX was quantified by taking total antibody over DAPI, and cytoplasmic and membrane stains (SPC, AGER, CCSP) were quantified as % area over DAPI area. *n* = 8–10, control (RA) and experimental (O2) organoid transwells (replicates) were used. A 2-tailed Student’s *t* test was used, *P < 0.05; ****P < 0.0001. Data displayed as box-and-whisker plot. The box plots depict the minimum and maximum values (whiskers), the upper and lower quartiles, and the median. The length of the box represents the interquartile range. (**K**) Collagen contraction assay on PN7 PDGFRA^+^ RA and O2 fibroblasts was performed, then imaged after 3 days in culture. (**L**) Quantification of collagen assay average diameter in mm. Scale bar = 3.61 mm. Average diameter calculated, *n* = 5, RA and O2 collagen pellets were used. A 2-tailed Student’s *t* test was used, **P < 0.01. Error bars show mean ± SD. (**M**) Schematic showing how PN7 O2 PDGFRA^+^ fibroblasts fail to contract or support alveolar organoids in vitro.

**Figure 5:**
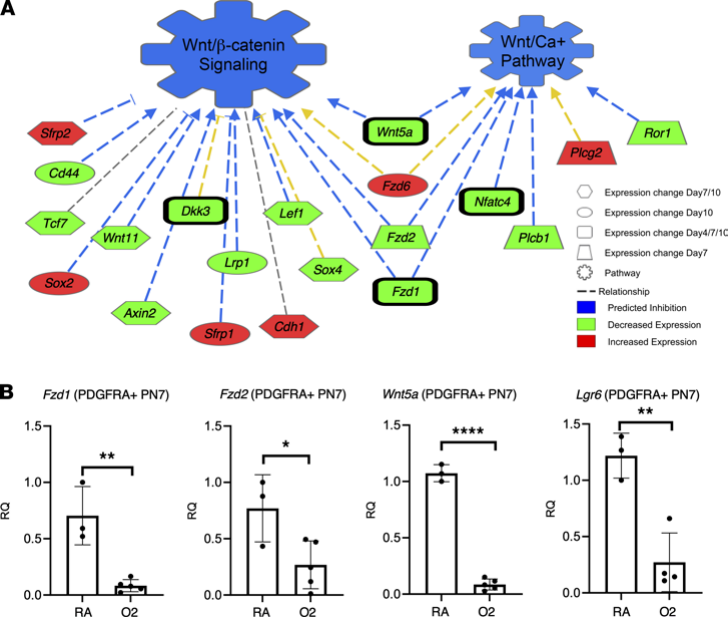
Gene expression changes in hyperoxia fibroblasts predict WNT signaling as an upstream regulator. (**A**) WNT-related gene changes and predictive network were generated by QIAGEN Ingenuity Pathway Analysis using genes significantly altered at PN4, PN7, and/or PN10 (87). (**B**) RT-qPCR on MACS-isolated PDGFRA^+^ fibroblasts validated expression of *Fzd1*, *Fzd2*, *WNT5a*, and *Lgr6*. *n* = 3–5, control (RA) and experimental (O2) mice were used. A 2-tailed Student’s *t* test was used, *P < 0.05; **P < 0.01; ****P < 0.0001. Error bars show mean ± SD.

**Figure 6:**
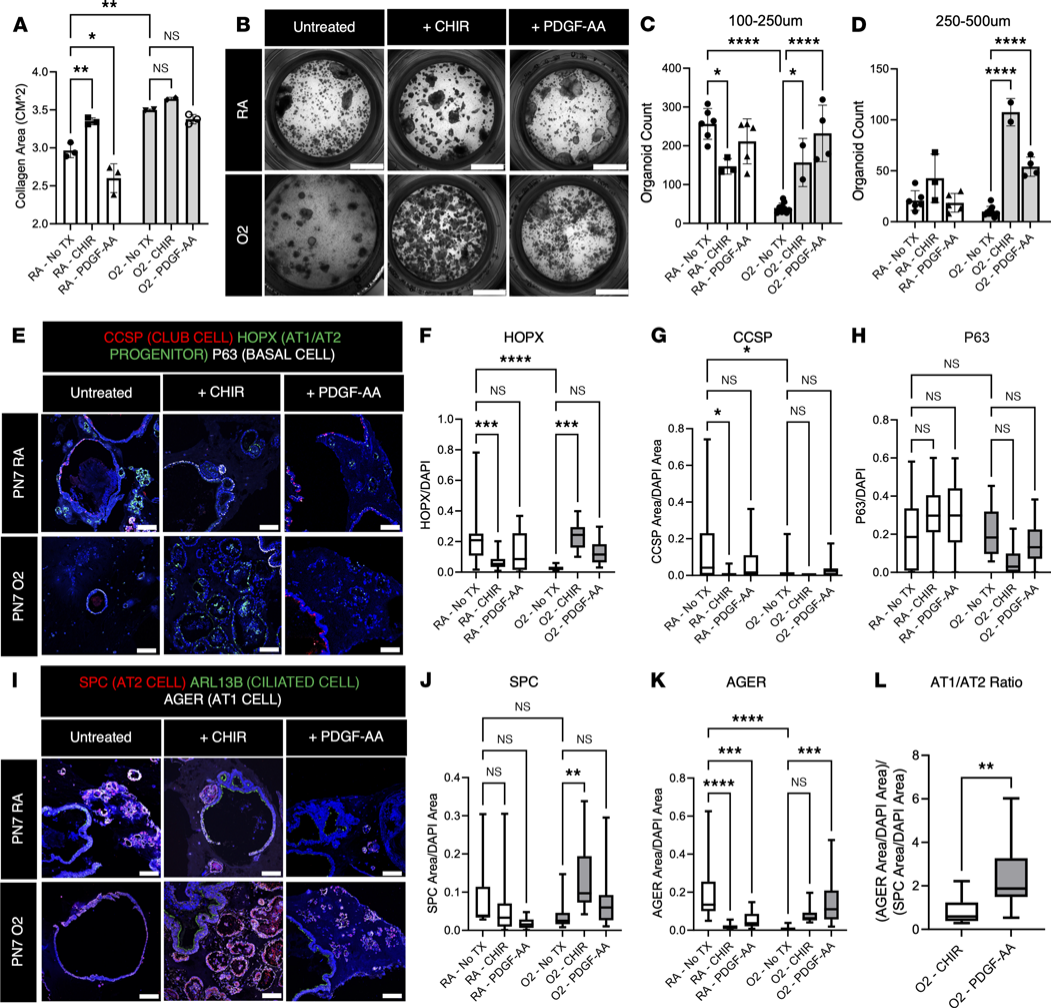
CHIR and PDGF-AA rescue support of the alveolar niche. (**A**) Collagen contraction assay on PN7 PDGFRA^+^ RA and O2 fibroblasts performed, treated with/without CHIR or recombinant hPDGF-AA (PDGF-AA), imaged after 2 days in culture, quantified by measuring collagen pellet area. *n* = 2–3 samples per group. (**B**) Organoids made by coculturing fibroblasts from PN7 RA or O2-exposed (PN0–PN7, 90% O_2_) with adult RA epithelium, treated with or without CHIR or PDGF-AA starting 7 days into culture. Bright-field images were taken on fixed samples after 3 weeks of growth. Scale bar = 2 mm. (**C** and** D**) Small alveolar and large alveolar organoids were quantified on Nikon Elements by restricting colony size to >100 μm and <250 μm in **C** and >250 μm and <500 μm in **D**. *n* = 2–10 Transwells (replicates). (**E** and **I**) Immunofluorescence on paraffin-embedded sections of organoids for markers of epithelial differentiation. Scale bar = 100 μm. (**F**–**H**,** J**, and** K**) Organoids quantified using Nikon Elements. Nuclear antibody stain (HOPX, P63) quantified by taking total antibody over DAPI, and cytoplasmic and membrane stains (SPC, AGER, CCSP) were quantified as antibody area over DAPI area. *n* = 2–10, organoid Transwells (replicates) used, 3 slides per Transwell. The box plots are as defined in Figure 4. In **A**,** C**,** D**,** F**–**H**,** J**, and** K**, 1-way ANOVA followed by Tukey’s multiple comparison was used to determine significance between 3 or more groups, *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. In **A**, **C**, and **D**, error bars show mean ± SEM. (**L**) Ratio of (AGER Area/DAPI Area)/(SPC Area/DAPI Area) within each image of O2 + CHIR versus O2 + PDGF-AA calculated to measure AT1/AT2 ratio. A 2-tailed Student’s *t* test was used, **P < 0.01. In **F**–**H** and **J**–**L**, data displayed as box-and-whisker plot.

**Figure 7:**
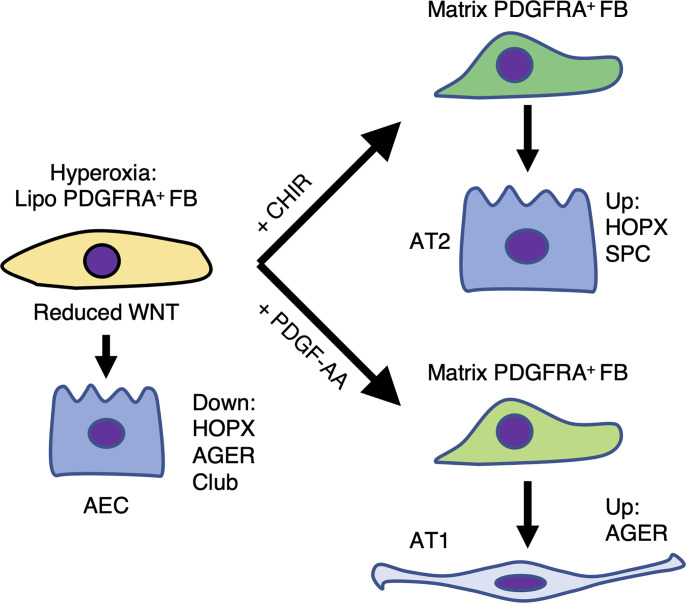
Model. In vivo hyperoxia exposure results in increased PDGFRA^+^ lipofibroblast differentiation. Reduced WNT signaling emanating from lipofibroblasts results in downregulation of AT1 and club cell differentiation. CHIR treatment of lung organoids made with hyperoxia fibroblasts restores AT2 cell (SPC) differentiation and AT1 progenitors (HOPX). PDGF-AA treatment of lung organoids made with hyperoxia fibroblasts restores AT1 differentiation (AGER).

# Supplementary material for: Maladaptive functional changes in alveolar fibroblasts due to perinatal hyperoxia impair epithelial differentiation
**Source:** JCI Insight. 2022 Mar 8;7(5):e152404. doi: 10.1172/jci.insight.152404
**Supplement:** Supplemental data

## **Supplemental Materials and Methods**

### **Mouse housing and euthanasia information**

Mice were maintained on campus at the CCHMC animal facility. Mice were on a 12hrs:12hrs dark/light cycle and received food and water ad libitum. Pups were euthanized with 50 ul of triple sedative solution (67mg/ml ketamine + 3.3 mg/ml xylazine + 1.7 mg/ml acepromazine) by intraperitoneal injection and a method of secondary euthanasia was employed (exsanguination by severing the carotid artery). Adult mice used in the organoid study were euthanized in the same manner but received 100 ul of triple sedative solution.

### **Collagen Contraction Assay**

Collagen pellets were generated following previously established protocols (1-3). Collagen pellets were prepared in a 12 well tissue culture plate that was coated with 1% BSA in media and incubated for 2 hrs at 37°C. After removal of media, 1ml of 1 mg/ml type I collagen (BD Biosciences) (Figure 4 K) or 0.4mg/ml (Figure 6 A) was added and allowed to polymerize for 16 hrs at 37°. The resulting collagen matrix was detached from the sides of the well using a sterile 10ul pipette tip. PDGFRA<sup>+</sup> cells from PN7 room air and hyperoxia neonatal mice were seeded on the free-floating collagen matrix at 100,000 cells in 10% FBS/DMEM Hams F12; 0.1% penicillin and streptavidin; 0.1% gentamycin and amphotericin in triplicate. Pellets were cultured for 3 days (Figure 4 K) or 24hrs with or without 5 µM CHIR or 10 ng/ml PDGF-AA (Figure 6 A) and then imaged using a Leica DFC7000 T camera attached to a Leica MZ16 FA fluorescent stereomicroscope.

Contraction was calculated with Image J software by measuring the diameter of the pellet, followed by a 2-tailed Student's t-test (Figure 4 L) or ANOVA followed by Tukey's multiple comparison (Figure 6 A).

### **RNA-seq and bioinformatic analysis**

MACS-sorted PDGFRA<sup>+</sup> (CD140<sup>+</sup>) fibroblasts from either RA or O<sub>2</sub> PN4, PN7, and PN10 mouse lungs were prepared for bulk RNA-seq. RNA sequencing was performed by Cincinnati Children's Hospital Medical Center's Gene Expression Core utilizing the Illumina HiSeq2500. RNA-seq FASTQ files were aligned using Bowtie to mouse genome version mm10 (4). Raw gene counts were obtained using Bioconductor's Genomic Alignment, which were subsequently made into normalized FPKM values using Cufflinks (5, 6). DeSeq (Bioconductor) was used to calculate differential gene expression from raw expression values. Genes were deemed differentially expressed if they satisfied the following requirements: gene has a fold change >2, binomTest pvalue <.01, and RPKMs >1 in 2 of the 3 replicates in at least one condition being compared. Gene patterns were determined by comparing differential expressed genes from all three time points. Genes that were significantly changed or unchanged at the same time points were grouped together. Heatmaps of genes in particular patterns were z-score normalized and generated using Partek Genomics Suite (<http://www.partek.com/pgs>). Gene enrichment analysis was carried out using ToppGene's ToppFun, and functional enrichments within each profile were identified and all profiles were compared to each other using Topcluster (7). Pvalues of functional enrichment hits were  $-\log_{10}$  transformed for graphical visualization. Signature genes for Matrix and Myo fibroblast were determined

by downloading and comparing PN7 and PN10 markers genes for respective cell types from LGEA <https://research.cchmc.org/pbge/lunggens/mainportal.html> (8). Only signatures genes identified at both time points for a particular cell type were assessed. Top 50 Lipofibroblast signature genes were obtained from a recently published mouse lung scRNA-seq study (9). Fold changes of any Matix, Myo or Lipo fibroblast marker genes significantly altered for a particular cell type, at any time point, were visualized in a heatmap generated by Pheatmap (<https://cran.r-project.org/web/packages/pheatmap/index.html>). Wnt related genes changes and predictive network was generated by Qiagen Ingenuity Pathway Analysis (IPF) using genes significantly altered at D4, D7 and/or Day10 (10).

### **Immunofluorescence**

Immunofluorescent staining was performed on 5- $\mu$ m slides sectioned from paraffin-embedded lung tissue blocks. Slides were deparaffinized in xylene, rehydrated in a series of graded ethanol and washed in 1X PBS. When required, antigen retrieval in 10 mM citrate buffer (pH 6.0) was performed. Non-specific antigens were blocked in 4% normal donkey serum in PBS with 0.1% Triton X-100 (PBST) for 2 hours. Slides were incubated in primary antibodies (Supplemental Table 1) diluted in blocking buffer overnight at 4°C. After washing in PBST, slides were incubated in fluorescent secondary antibodies (1:200) and DAPI (1 $\mu$ g/ml) diluted in blocking buffer for 1 hour at room temperature. Slides were subsequently washed in PBST and mounted in Prolong Gold (Thermo Fisher Scientific). Z-stack images were captured on a Nikon AR1 inverted confocal microscope and further

analyzed using Nikon Elements software. Antibody staining was quantified on Nikon Elements using a previously established protocol (11).

### **In vitro r-spondin treatment of IMR90 cells**

Human IMR90 fibroblasts (ATCC® CCL-186™) were cultured in growth medium (DMEM Hams F12; 10% FBS; 0.1% penicillin and streptavidin; 0.1% gentamycin and amphotericin) until passage 3 in a 100mm tissue culture plate. Cells were seeded on a 24-well plate, and upon reaching 70% confluency, treated with r-spondin conditioned media at a dilution of 1:500. Cells were harvested at 12, 24, and 36 hrs after r-spondin treatment and processed for RNA isolation and RT-qPCR gene expression analysis using the same methods as previously described.

### **Morphometrics**

Morphometric analysis with a FIJI-macro was used to quantify alveolar structure including volume density of alveolar septa ( $V_{v\text{sep}}$ ), mean linear intercept of airspaces ( $L_m$ ), mean transsectional wall length ( $L_{mw}$ ), and surface area density of airspaces ( $S_{v\text{air}}$ ) on PN4, PN7 and PN10 room air and hyperoxia exposed mouse lungs. Lungs were inflation-fixed and processed as previously described and 7- $\mu\text{m}$  thick sections were stained with hematoxylin and eosin for analysis. From each time point and treatment group ( $N = 3$ ), five sections with the whole lung were imaged at 10X collecting five to seven random pictures of each section. The FIJI macro uses test lines to automatically count the number of points landing on tissue and the number of intersections of air-tissue interface (). Any

non-parenchymal tissue or large vessels and conducting airways were manually selected to be excluded from the analysis. The values collected for each section were averaged and used as a data point in the final morphometric representation.

### **CHIR99021 and PDGF-AA treatment of IMR90 cells and primary mouse cultures**

Human IMR90 fibroblasts and primary mouse MACS-isolated PN7 PDGFRA<sup>+</sup> fibroblasts in monolayer were treated in monolayer with 5  $\mu$ M WNT activator CHIR99021 (Tocris, cat # 4423, CHIR). Human IMR90 fibroblasts and primary mouse MACS-isolated PN7 PDGFRA<sup>+</sup> fibroblasts in collagen contraction and organoid assays were treated in media with either 10 ng/ml recombinant human hPDGF-AA (R + D Systems, cat # 221-AA-010, PDGF-AA) or 5  $\mu$ M CHIR. CHIR was diluted in DMSO to a 2mM stock concentration and then serially diluted in media to a working concentration of 5  $\mu$ M. PDGF-AA was reconstituted at 100 $\mu$ g/mL in sterile 4mM HCL, and then serially diluted to 10 ng/ml in media as a working concentration. IMR90 fibroblasts and primary mouse PN7 PDGFRA<sup>+</sup> FBs were treated for 24hrs continuously with CHIR after plating. Primary fibroblasts in collagen contraction assays were treated for 24hrs continuously with CHIR or PDGF-AA after seeding on top of collagen. Organoids were allowed to grow for 7 days before treatment with either CHIR or PDGF-AA added to the organoid media, continuously for 14 days (with media changes every two days).

Supplemental Table 1  
List of primary antibodies used in this study

| <b>Immunofluorescent<br/>Antibody</b> | <b>Source</b>                | <b>Catalog #</b> | <b>Dilution</b> | <b>Antigen<br/>Retrieval</b> |
|---------------------------------------|------------------------------|------------------|-----------------|------------------------------|
| aSMA                                  | Abcam                        | A5228            | 1:10,000        | Citrate                      |
| ADRP                                  | Abcam                        | Ab52356          | 1:200           | Citrate                      |
| PDGFRA                                | R+D Systems                  | AF1062           | 1:50            | Citrate                      |
| FN1                                   | Abcam                        | Ab23750          | 1:100           | Citrate                      |
| CRTAP                                 | Gift from<br>Dr. Roy Morello | N/A              | 1:200           | Citrate                      |
| SOX9                                  | Millipore                    | AB5535           | <b>1:200</b>    | Citrate                      |
| SOX2                                  | Seven Hills<br>Bioreagents   | WRAB-1236        | <b>1:200</b>    | Citrate                      |
| CCSP                                  | Seven Hills                  | G210             | 1:3000          | Citrate                      |
| ECAD                                  | R+D Systems                  | MAB7481          | 1:2000          | None                         |
| AGER                                  | R+D Systems                  | AF1145           | 1:200           | Citrate                      |
| HOPX                                  | Santa Cruz                   | Sc-30216         | 1:100           | Citrate                      |
| SPC                                   | Seven Hills                  | R458             | 1:100           | Citrate                      |
| ARL13B                                | Proteintech                  | 17711-1-AP       | 1:100           | Citrate                      |

Supplemental Table 2  
List of Taqman primers used in this study

| <b>Gene</b>   | <b>TaqMan probe catalog #</b> |
|---------------|-------------------------------|
| <i>Pdgfra</i> | Mm00440701                    |
| <i>Fzd1</i>   | Mm00445405                    |
| <i>Fzd2</i>   | Mm02524776                    |
| <i>Wnt5a</i>  | Mm00437347                    |
| <i>Lgr6</i>   | Mm05916284                    |
| <i>Axin2</i>  | Mm00443610                    |
| <i>Pdgfa</i>  | Mm01205760                    |
| <i>Hopx</i>   | Mm00558639                    |
| <i>AXIN2</i>  | Hs00610344                    |
| <i>TCF21</i>  | Hs00162646                    |
| <i>CD248</i>  | Hs00535586                    |
| <i>FGF7</i>   | Hs00940253                    |
| <i>WNT2</i>   | Hs00608224                    |
| <i>WNT5A</i>  | Hs00998537                    |

Supplemental Table 3  
Flow cytometry primary antibodies used in this study

| <b>Flow Cytometry Antibody</b> | <b>Source</b> | <b>Catalog #</b> | <b>dilution</b> |
|--------------------------------|---------------|------------------|-----------------|
| aSMA                           | Sigma         | A5228            | 1/10,000        |
| CD31 (PECAM-1)                 | E-Biosciences | 17-0311          | 1/100           |
|                                | E-Biosciences | 48-0311          | 1/100           |
| CD34                           | E-Biosciences | 50-0341          | 1/100           |
|                                | E-Biosciences | 48-0341          | 1/100           |
| CD45                           | E-Biosciences | 48-0451          | 1/100           |
|                                | E-Biosciences | 17-0451          | 1/100           |
| CD140a (PDGF Receptor a)       | E-Biosciences | 17-1401          | 1/100           |
| CD326 (EpCAM)                  | E-Biosciences | 48-5791          | 1/100           |
| Ki-67                          | E-Biosciences | 51-5698          | 1/100           |
| CD29                           | E-Biosciences | 47-0291          | 1/100           |
| ADRP                           | abcam         | ab108323         | 1/250           |
| Live/Dead                      | E-Biosciences | 65-0865-14       | 1/1000          |

Supplemental Table 4  
Flow Cytometry Panel Design

| Laser  | PE      | PE-Cy7  | AF594        | AF488   | PerCP cy5.5 | Efluor450 | APC     | AF700   | APC Cy7 | UV        |
|--------|---------|---------|--------------|---------|-------------|-----------|---------|---------|---------|-----------|
| filter | 565-605 | 760-780 | 600-620      | 425-475 | 655-730     | 425-475   | 655-730 | 710-750 | 760-780 | 425-475   |
| FMO-1  | -       | CD326   | $\alpha$ SMA | ADRP    | CD45        | Ki-67     | CD31    | CD34    | CD29    | Live/Dead |
| FMO-2  | CD140a  | —       | $\alpha$ SMA | ADRP    | CD45        | Ki-67     | CD31    | CD34    | CD29    | Live/Dead |
| FMO-3  | CD140a  | CD326   | —            | ADRP    | CD45        | Ki-67     | CD31    | CD34    | CD29    | Live/Dead |
| FMO-4  | CD140a  | CD326   | $\alpha$ SMA | —       | CD45        | Ki-67     | CD31    | CD34    | CD29    | Live/Dead |
| FMO-5  | CD140a  | CD326   | $\alpha$ SMA | ADRP    | -           | Ki-67     | CD31    | CD34    | CD29    | Live/Dead |
| FMO-6  | CD140a  | CD326   | $\alpha$ SMA | ADRP    | CD45        | —         | CD31    | CD34    | CD29    | Live/Dead |
| FMO-7  | CD140a  | CD326   | $\alpha$ SMA | ADRP    | CD45        | Ki-67     | —       | CD34    | CD29    | Live/Dead |
| FMO-8  | CD140a  | CD326   | $\alpha$ SMA | ADRP    | CD45        | Ki-67     | CD31    | —       | CD29    | Live/Dead |
| FMO-9  | CD140a  | CD326   | $\alpha$ SMA | ADRP    | CD45        | Ki-67     | CD31    | CD34    | —       | Live/Dead |
| FMO10  | CD140a  | CD326   | $\alpha$ SMA | ADRP    | CD45        | Ki-67     | CD31    | CD34    | CD29    | —         |

Supplemental Table 5  
Geo accession information for RNA-seq files

| <b>GEO Submission #</b> | <b>Project</b>                                                                                                      |                     |               |                            |
|-------------------------|---------------------------------------------------------------------------------------------------------------------|---------------------|---------------|----------------------------|
| GSE171812               | Maladaptive functional changes in alveolar fibroblasts due to perinatal hyperoxia impair epithelial differentiation |                     |               |                            |
| <b>Accession</b>        | <b>Title</b>                                                                                                        | <b>Release Date</b> | <b>Status</b> | <b>Supplementary Files</b> |
| GSM5234590              | SA2017_109                                                                                                          | 3-Nov-21            | Approved      | None                       |
| GSM5234591              | SA2017_110                                                                                                          | 3-Nov-21            | Approved      | None                       |
| GSM5234592              | SA2017_111                                                                                                          | 3-Nov-21            | Approved      | None                       |
| GSM5234593              | SA2017_112                                                                                                          | 3-Nov-21            | Approved      | None                       |
| GSM5234594              | SA2017_132                                                                                                          | 3-Nov-21            | Approved      | None                       |
| GSM5234595              | SA2017_133                                                                                                          | 3-Nov-21            | Approved      | None                       |
| GSM5234596              | SA2017_134                                                                                                          | 3-Nov-21            | Approved      | None                       |
| GSM5234597              | SA2017_137                                                                                                          | 3-Nov-21            | Approved      | None                       |
| GSM5234598              | SA2017_138                                                                                                          | 3-Nov-21            | Approved      | None                       |
| GSM5234599              | SA2017_139                                                                                                          | 3-Nov-21            | Approved      | None                       |
| GSM5234600              | SA2017_17                                                                                                           | 3-Nov-21            | Approved      | None                       |
| GSM5234601              | SA2017_19                                                                                                           | 3-Nov-21            | Approved      | None                       |
| GSM5234602              | SA2017_39                                                                                                           | 3-Nov-21            | Approved      | None                       |
| GSM5234603              | SA2017_40                                                                                                           | 3-Nov-21            | Approved      | None                       |
| GSM5234604              | SA2017_41                                                                                                           | 3-Nov-21            | Approved      | None                       |
| GSM5234605              | SA2017_42                                                                                                           | 3-Nov-21            | Approved      | None                       |
| GSM5234606              | SA2017_57                                                                                                           | 3-Nov-21            | Approved      | None                       |
| GSM5234607              | SA2017_58                                                                                                           | 3-Nov-21            | Approved      | None                       |

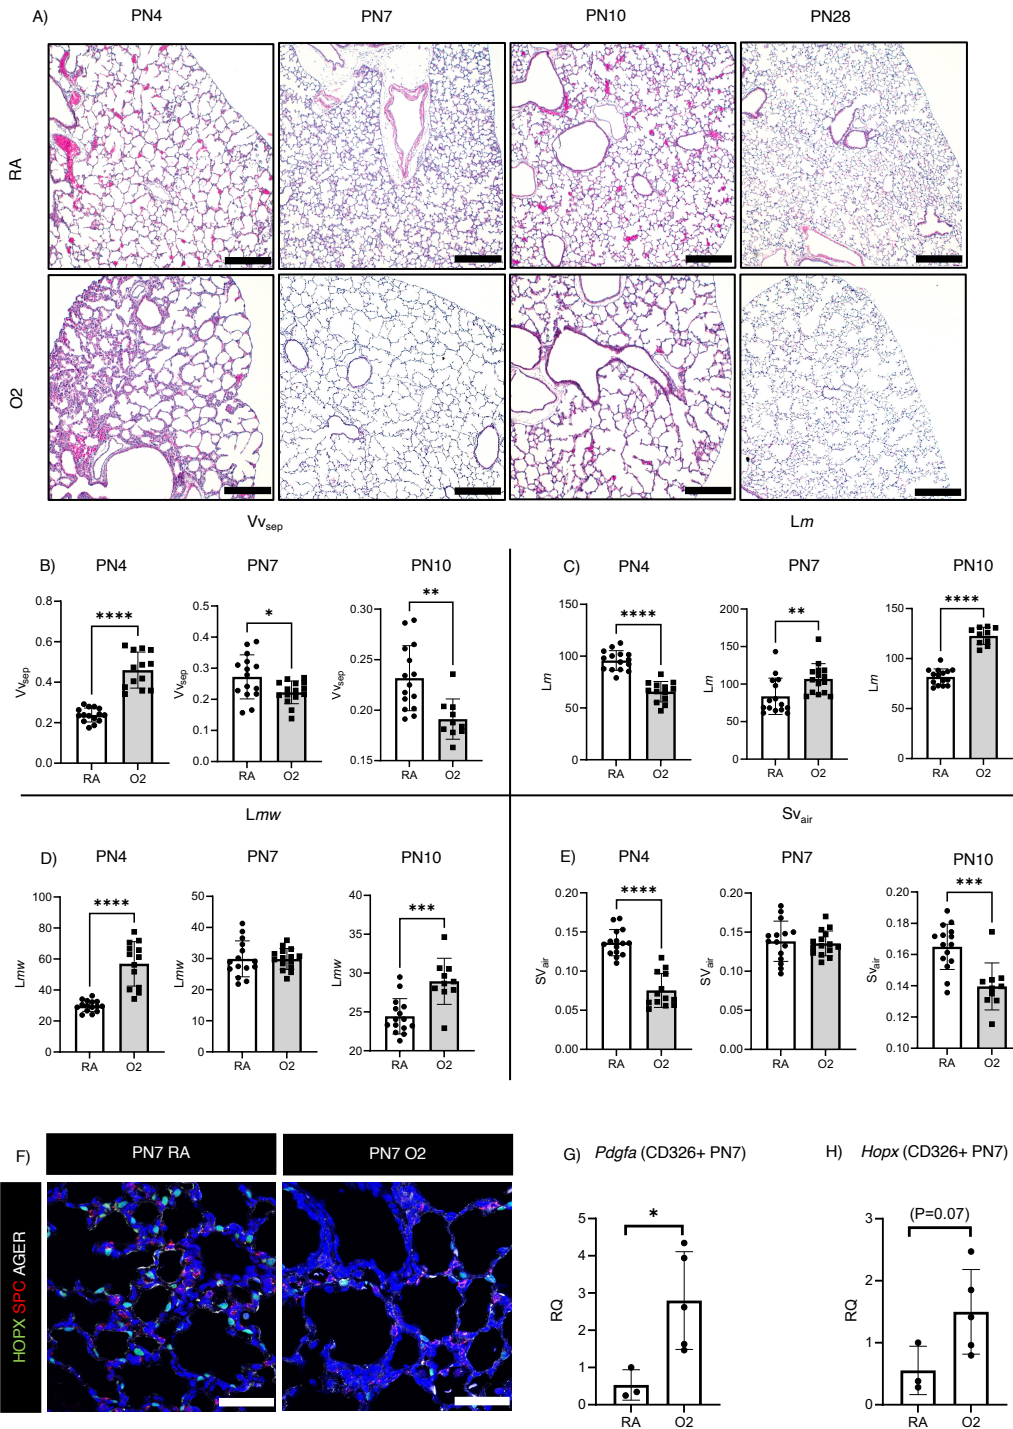

**Supplemental Figure 1. Changes to murine lung morphology due to hyperoxia during injury and early repair**

**A.** H + E staining of PN4, PN7, PN10, and PN28 RA and O2 lungs. Scale bar = 250  $\mu$ m. **B-E.**  $V_{vsep}$  (Volume density of alveolar septa),  $Lm$  (Mean linear intercept),  $Lmw$  (mean transactional wall length),  $Sv_{air}$  (Surface area density of airspaces) of PN4, PN7, and PN10 RA and O2 H + E images, N=3 mice per group, 5 slides per mouse. A 2-tailed Student's t test was used, \* $P<0.05$ , \*\* $P<0.01$ , \*\*\* $P<0.001$ , \*\*\*\* $P<0.0001$ , error bars  $\pm$  SD **F.** Immunostaining of PN7 RA and O2 fixed lungs reveals reduced HOPX staining but no noticeable difference in SPC or AGER. Scale bar=50  $\mu$ m. **G, H.** *PDGFA* and *HOPX* RT-qPCR on CD326+ epithelial cells, isolated by MACS, from room air- and hyperoxia-exposed PN7 mouse lungs. In panels (C, D), a 2-tailed Student's t test used, \* $P<0.05$ , error bars  $\pm$  SD.

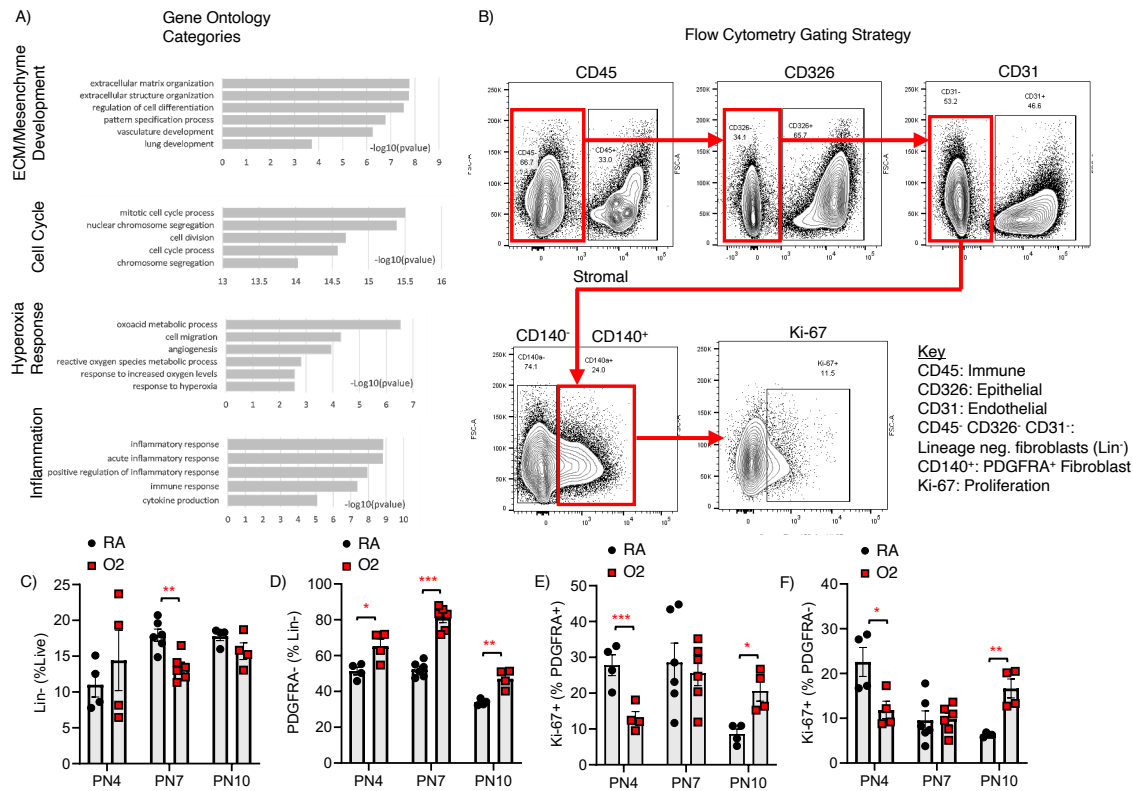

### Supplemental Figure 2. Changes to PDGFRA<sup>+</sup> fibroblast transcriptional and population signature in hyperoxia

**A.** Gene ontology categories enriched in Hyperoxia-exposed PDGFRA<sup>+</sup> fibroblasts at PN4, PN7 and PN10. **B.** Flow cytometry gating strategy to determine the lineage-negative mesenchyme (Lin<sup>-</sup>) and proliferation within the PDGFRA<sup>+</sup> and PDGFRA<sup>-</sup> fibroblasts. **C.** Percentage of total Lin<sup>-</sup> fibroblasts over total live cells. **D.** Total percentage of PDGFRA<sup>-</sup> fibroblasts in comparison to total Lin<sup>-</sup> fibroblasts. **E.** Percentage of proliferation (Ki-67<sup>+</sup>) within PDGFRA<sup>+</sup> fibroblasts. **F.** Percentage of proliferation (Ki-67<sup>+</sup>) within PDGFRA<sup>-</sup> fibroblasts. In panels (C-F), a 2-tailed Student's t-test used, \*P<0.05, \*\*P<0.01, \*\*\*P<0.001, error bars ± SEM.

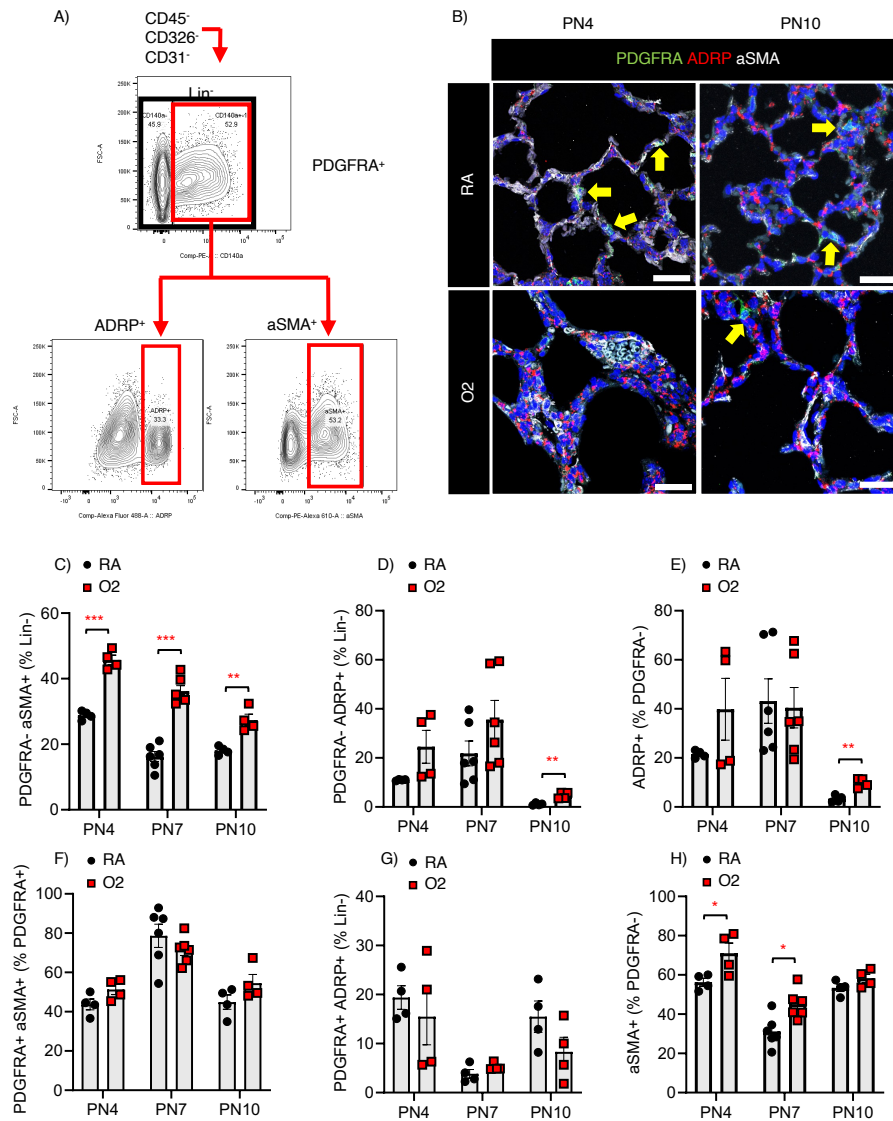

### Supplemental Figure 3. Changes to lipo and myofibroblast populations in hyperoxia

**A.** Flow Cytometry Gating strategy on PDGFRA<sup>+</sup> and PDGFRA<sup>-</sup> fibroblasts to determine percentage of lipofibroblasts (ADRP<sup>+</sup>) and myofibroblasts (aSMA<sup>+</sup>). **B.** Immunofluorescence of RA and O2 PN4 and PN10 lungs with PDGFRA, ADRP, and aSMA. Yellow arrows point to PDGFRA<sup>+</sup> fibroblasts. Scale bars=25 μm **C.** Percentage of PDGFRA<sup>-</sup> aSMA<sup>+</sup> fibroblasts compared to total Lin<sup>-</sup> fibroblasts. **D.** Percentage of PDGFRA<sup>-</sup> ADRP<sup>+</sup> fibroblasts compared to total Lin<sup>-</sup> fibroblasts. **E.** Percentage ADRP<sup>+</sup> fibroblasts compared to total PDGFRA<sup>-</sup> fibroblasts. **F.** Percentage of aSMA<sup>+</sup> PDGFRA<sup>+</sup> fibroblasts within the PDGFRA<sup>+</sup> fibroblast population. **G.** Percentage of ADRP<sup>+</sup> PDGFRA<sup>+</sup> fibroblasts within the total Lin<sup>-</sup> fibroblasts. **H.** Percentage of aSMA<sup>+</sup> fibroblasts within the PDGFRA<sup>+</sup> fibroblast population. In panels (C-H), a 2-tailed Student's t-test used, \*P<0.05, \*\*P<0.01, \*\*\*P<0.001, error bars ± SEM.

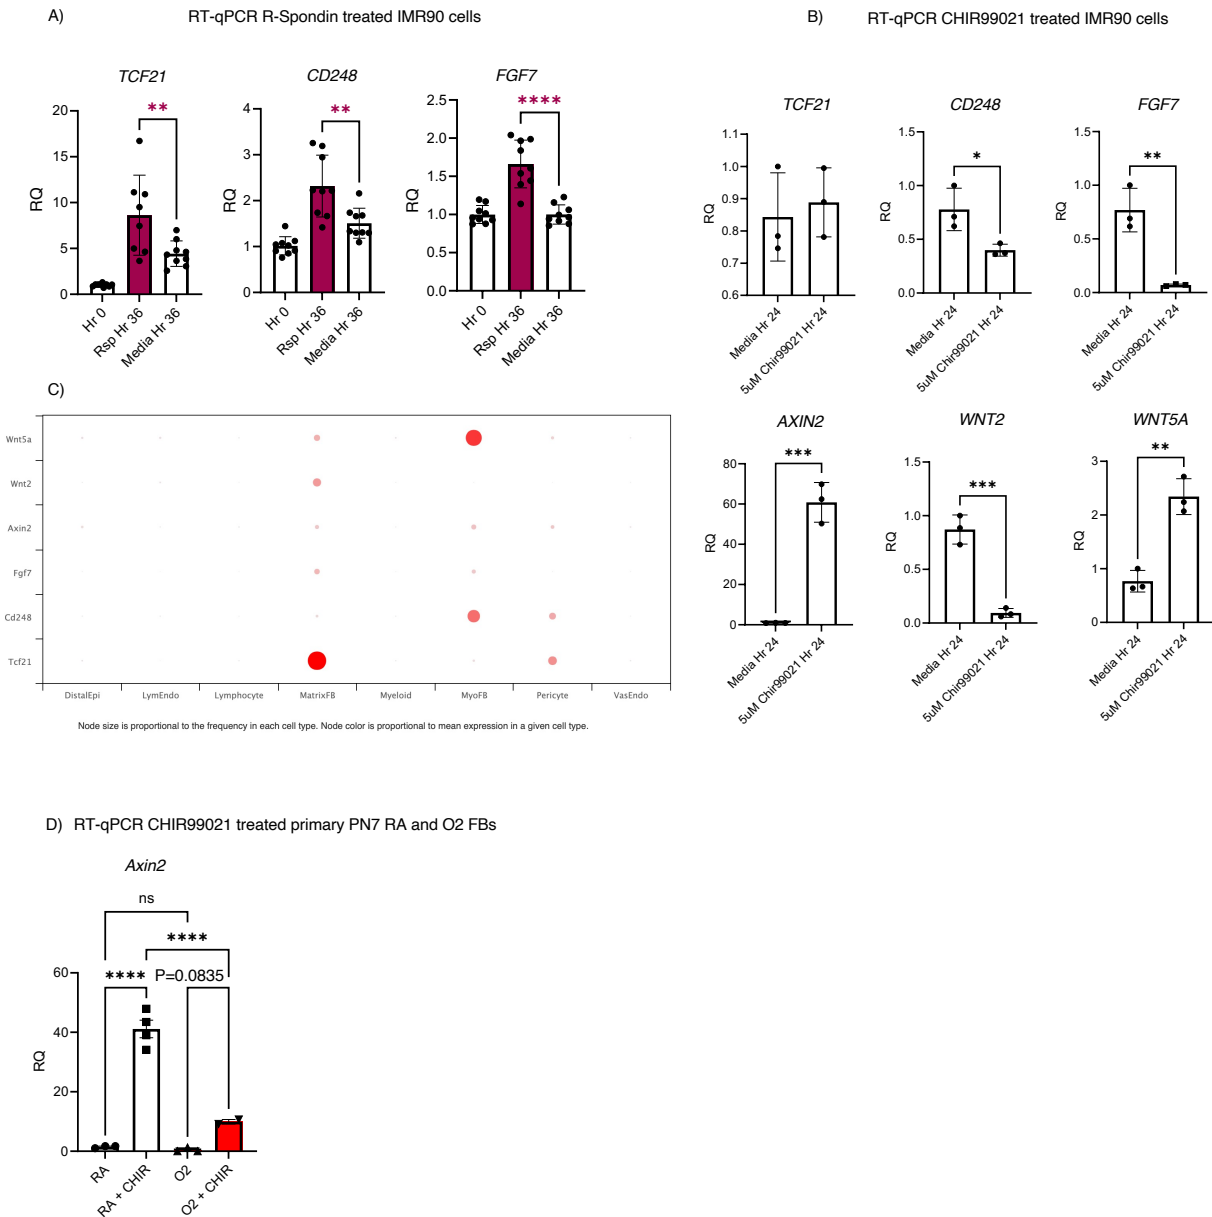

#### Supplemental Figure 4. Modulation of the Wnt pathway in primary and human fetal lung fibroblasts alters matrix fibroblast gene expression

**A.** Human PDGFRA<sup>+</sup> embryonic lung IMR90 fibroblasts were treated in vitro for 36 hours with R-spondin conditioned media, RT-qPCR was performed for *CD248*, *FGF7*, and *TCF21*. **B.** IMR90 fibroblasts treated for 24hrs with WNT activator CHIR99021 (CHIR), RT-qPCR was performed for *CD248*, *FGF7*, *TCF21*, *AXIN2*, *WNT2*, *WNT5A*. A student's two tailed t-test was used to determine significance between two groups, \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , error bars  $\pm$  SD. **C.** Dotplot from LGEA LungGENS of PN7 signature gene expression of *CD248*, *FGF7*, *TCF21*, *AXIN2*, *WNT2*, *WNT5A* from Fluidigm C1 dataset (8). **D.** MACS-isolated PDGFRA<sup>+</sup> FBs from RA and O2 lungs isolated and treated with or without CHIR for 24hrs. RT-qPCR performed for *Axin2*. **A, D.** A One-way ANOVA followed by Tukey's multiple comparison was used to determine significance between three groups, \*\* $P < 0.01$ , \*\*\*\* $P < 0.0001$ , (A) error bars  $\pm$  SD, (D) error bars  $\pm$  SEM.

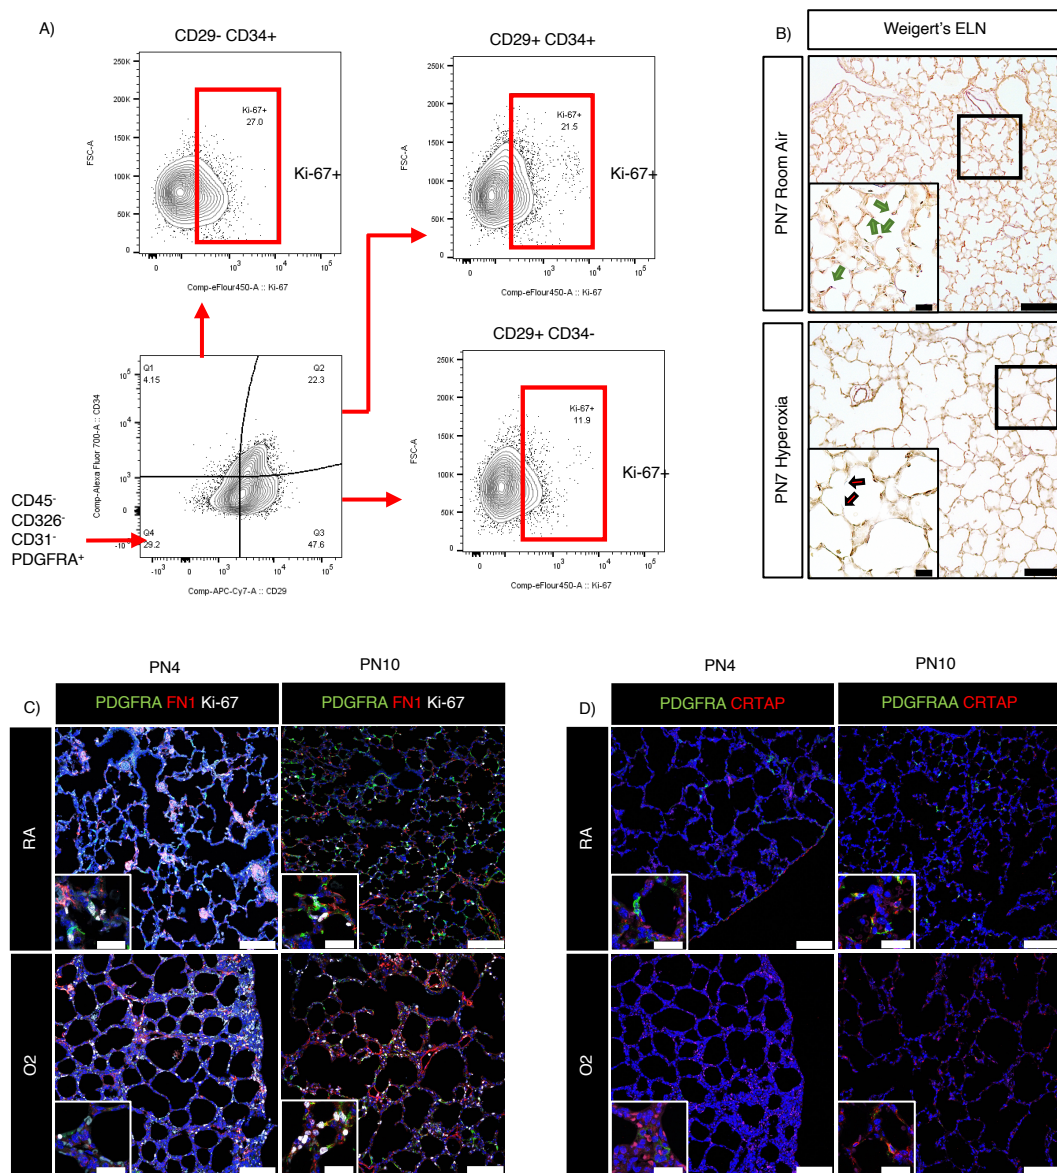

**Supplemental Figure 5. PDGFRA<sup>+</sup> Matrix fibroblast signature in hyperoxia.** **A.** Flow cytometry gating strategy to determine proliferation (Ki-67) within PDGFRA<sup>+</sup> CD34<sup>+</sup> matrix fibroblasts, PDGFRA<sup>+</sup> CD29<sup>+</sup> myofibroblasts, and PDGFRA<sup>+</sup> CD29<sup>+</sup> CD34<sup>+</sup> myo/matrix fibroblasts. **B.** Weigert's Elastin histochemical stain on PN7 room air- or hyperoxia-exposed mouse lungs. Green arrows point to alveolar entry rings with elastin, red arrows point to secondary crests that are missing elastin. Scale bars=100  $\mu$ m, Inserts=25  $\mu$ m. **C.** PN4, PN10 RA and O2 lungs immunofluorescence for PDGFRA, FN1, and Ki67. **D.** PN4, PN10 RA and O2 lungs immunofluorescence for CRTAP and PDGFRA. In (C, D), scale bars=100  $\mu$ m, inserts 25  $\mu$ m.

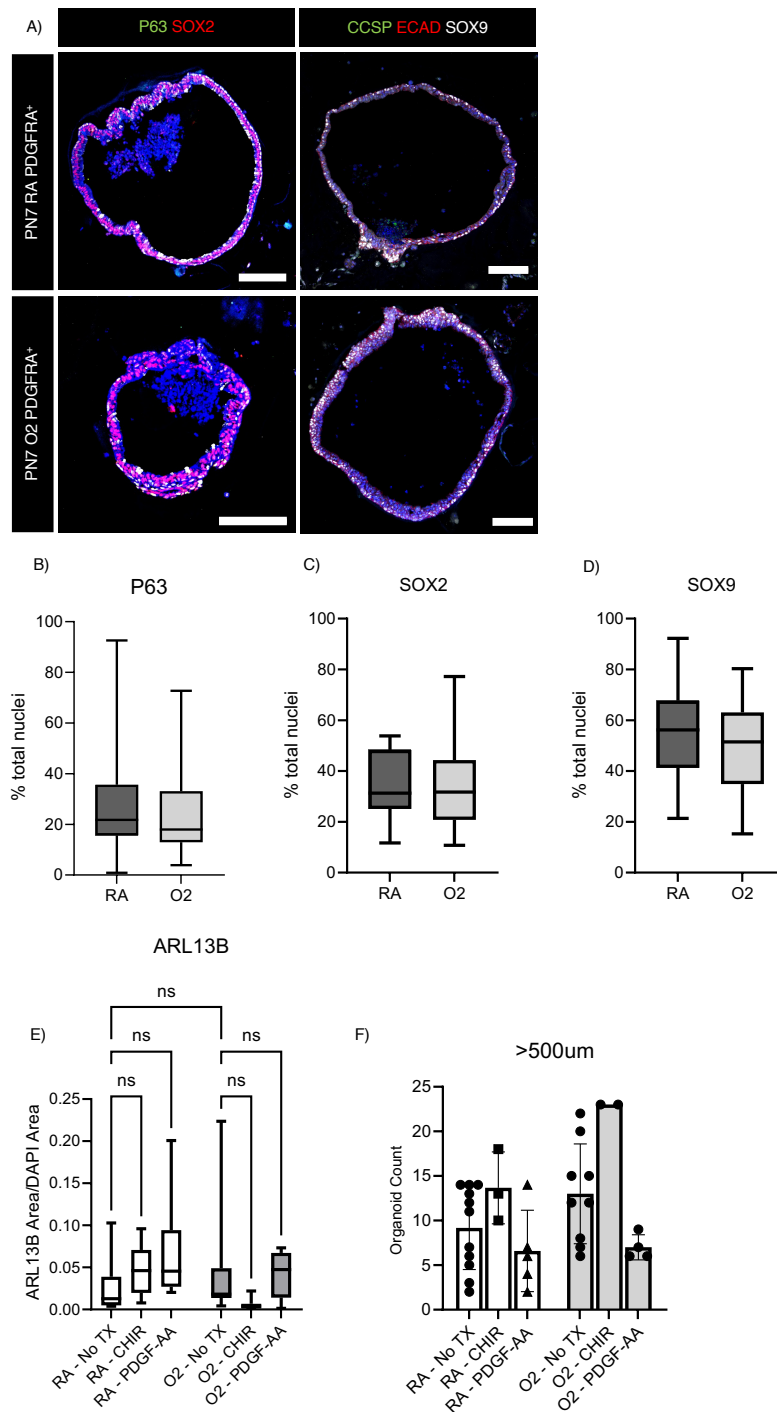

**Supplemental Figure 6. Basal cells, proximal, and distal progenitors unaffected in the epithelium in organoids made with hyperoxia-exposed primary PDGFRA<sup>+</sup> fibroblasts** **A.** Immunofluorescence images of organoids made from PN7 room air- and hyperoxia-exposed PDGFRA<sup>+</sup> fibroblasts and adult epithelial cells. Stained with P63, SOX2, CCSP, ECAD, and SOX9. Scale bar=100  $\mu$ m **B.** Percentage of P63<sup>+</sup> DAPI<sup>+</sup> nuclei over total DAPI<sup>+</sup> nuclei. **C.** Percentage of SOX2<sup>+</sup> DAPI<sup>+</sup> nuclei over total DAPI<sup>+</sup> nuclei. **D.** Percentage of SOX9<sup>+</sup> DAPI<sup>+</sup> nuclei over total DAPI<sup>+</sup> nuclei. In panels (B-D), a 2-tailed Student's t test was used. **E.** ARL13B immunofluorescence in organoids quantified using Nikon elements as antibody area over DAPI area. N=3-10 organoid transwells (replicates) used, 3 slides per transwell. One-way ANOVA followed by Tukey's multiple comparison was used to determine significance. **F.** Quantification of brightfield images of organoids using Nikon Elements software by size, organoids >500 $\mu$ m diameter. One-way ANOVA followed by Tukey's multiple comparison was used to determine significance between three or more groups.

1. Grinnell F. Fibroblasts, myofibroblasts, and wound contraction. *J Cell Biol.* Feb 1994;124(4):401-4.
2. Arora PD, Narani N, McCulloch CA. The compliance of collagen gels regulates transforming growth factor-beta induction of alpha-smooth muscle actin in fibroblasts. *Am J Pathol.* Mar 1999;154(3):871-82.
3. Fiore VF, Wong SS, Tran C, et al.  $\alpha$ 5 $\beta$ 3 Integrin drives fibroblast contraction and strain stiffening of soft provisional matrix during progressive fibrosis. *JCI Insight.* Oct 18 2018;3(20)
4. Langdon WB. Performance of genetic programming optimised Bowtie2 on genome comparison and analytic testing (GCAT) benchmarks. *BioData Min.* 2015;8(1):1.
5. Plantier L, Crestani B, Wert SE, et al. Ectopic respiratory epithelial cell differentiation in bronchiolised distal airspaces in idiopathic pulmonary fibrosis. *Thorax.* Aug 2011;66(8):651-7.
6. Trapnell C, Roberts A, Goff L, et al. Differential gene and transcript expression analysis of RNA-seq experiments with TopHat and Cufflinks. *Nat Protoc.* Mar 2012;7(3):562-78.
7. Chen J, Bardes EE, Aronow BJ, Jegga AG. ToppGene Suite for gene list enrichment analysis and candidate gene prioritization. *Nucleic Acids Res.* Jul 2009;37(Web Server issue):W305-11.
8. Du Y, Kitzmiller JA, Sridharan A, et al. Lung Gene Expression Analysis (LGEA): an integrative web portal for comprehensive gene expression data analysis in lung development. *Thorax.* Jan 09 2017;
9. Xie T, Wang Y, Deng N, et al. Single-Cell Deconvolution of Fibroblast Heterogeneity in Mouse Pulmonary Fibrosis. *Cell Rep.* Mar 27 2018;22(13):3625-3640.
10. Myslobodsky M. Ingenuity pathway analysis of clozapine-induced obesity. *Obes Facts.* 2008;1(2):93-102.
11. Gokey J, Snowball J, Green J, et al. Pretreatment of aged mice with retinoic acid restores alveolar regeneration via upregulation of reciprocal PDGFRA signaling. *bioRxiv.* 2020:2020.05.06.080994.

How the deposited data were processed for this re-analysis (not part of the article)

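Bulk RNA-Seq of MACS PDGFRA+ lung cells was analyzed in 18 samples, 3 RA and 3 hyperoxia samples at each of PN4, PN7, and PN10. Hyperoxia samples were exposed to 90% O_2_ from birth, for 4 days at PN4 and 7 days at PN7, and the PN10 samples had 7 days of exposure and 3 days of recovery. The condition and replicate number of each sample were taken from the deposited sample labels. The authors aligned Illumina reads to mm10 with Bowtie, counted reads on genes with GenomicAlignments, and deposited FPKM values made with Cufflinks. The paper's text does not name the gene annotation, the program versions, or a further normalization between samples. Read counts and flow cytometry, RT-qPCR, organoid, and histology data were not analysed here.

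The table holds 38295 entries. Where a symbol occurred more than once, the entry with the highest mean was kept, which dropped 146 entries and left 38149 symbols. Gene positions came from GENCODE M21 on GRCm38, the assembly behind mm10, and 90.0% of the symbols were found among the gene names of the reference. The sum of FPKM per sample ranged from 1157440 to 3579720, and the short RNA *Mir5105* made up 70.1% to 91.3% of it, so sums of FPKM were not used as a measure of depth. The depth of the libraries is unknown, and so are the counting error and the detection floor of a single value. Relative depth was recovered from genes below 0.1 FPKM in both samples of a pair, between 642 and 1281 genes per pair, whose most frequent ratio is that of genes with a single read. It spanned 1.72-fold, and no pair of samples departed from the fitted depths by more than 0.07 on the log2 scale. Median-ratio scaling factors over 9403 genes ranged from 0.886 to 1.14. In a principal component analysis the leading component held 35.6% of the variance and the next 12.1%.

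Values were tested as log2(FPKM + 0.1) with limma 3.58.1 in R 4.3.3, in a single model with a mean for each of the 6 groups and eBayes with a trend (12 residual and 3.86 prior degrees of freedom). The fit held 14044 genes above 1 FPKM in 2 of 3 replicates of at least 1 group, and the comparison at an age used the genes that passed this filter in at least 1 of its 2 groups. A gene was counted as changed with a fold change above 2 and an unadjusted p under 0.01, the paper's thresholds, and Benjamini-Hochberg adjusted p-values were computed over the genes of each comparison. Because only FPKM were used, limma stood in for the paper's count-based binomTest. The added 0.1 makes fold changes of genes with low values smaller. The effects at different ages were compared with interaction terms. Single genes also had two-sided exact permutation tests, whose smallest p for 3 against 3 samples is 0.1. *Fgf10*, which the paper names among fibroblast markers, was below the filter and was not part of the model.

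Lists of cell cycle, extracellular matrix, hyperoxia response, inflammation, and WNT target genes, and marker lists of immune, epithelial, and endothelial cells, were written from general knowledge of these genes, because the genes averaged in Figure 1F are not named in the paper's text. Their averages can therefore not be compared with that figure by value. The 5 lists were tested at 3 ages with limma's camera at a correlation between genes of 0.01, and the 9 tests of marker lists were adjusted separately. The signatures and the WNT network were read from Figures 2A, 2E, 3A, and 5A. Genes named in the text are those the paper names for its RNA-Seq results in its text and in these figures, the marker genes of its introduction, and *Eln*, *Fn1*, *Crtap*, *Lgr6*, and *Mki67*. To these were added up to 3 changed genes with the largest fold change per list, age, and direction, and up to 3 per age and direction from all genes without overlap between the groups. The 25 genes whose effect differed between PN4 and PN10, and *Scgb1a1*, *Sftpc*, and *Mir5105*, lie outside this rule and were chosen after their values were seen.

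The alternatives were chosen before the data were examined, apart from the marker means as covariates and the fry and estimated-correlation tests of the marker lists, which were added afterwards. They were pseudocounts of 1 and 0.01, no filter, a filter at 5 FPKM, median-ratio scaling, quantile normalization, the 6 samples of an age alone, the replicate number as a block, runs of neighboring title numbers as a block, eBayes with robust estimation, adjusted in place of unadjusted p-values, and leaving out each replicate in turn. List tests were also run with fry, with camera at an estimated correlation, and with Reactome pathways from fgsea 1.28.0. The replicate numbers come from the sample labels, which do not say that samples with the same number were processed together.

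The procedure was tested on simulated data of the same design. Of 200 genes changed at PN7 among 12675, 198 met the thresholds (99%), with 64 unchanged genes, and 192 had an adjusted p under 0.05 (96%), with 11 unchanged genes. At PN4 and PN10, where no gene was changed, 67 and 53 genes met the unadjusted thresholds and 0 the adjusted one. The interaction test found 170 of 200 changed genes (85%), with 5 unchanged genes of 13034. These shares hold only for changes of the sizes that were simulated, and recovery was not broken down by size or expression. They therefore do not give the sensitivity for fold changes near the threshold or for genes near the filter. The list that was shifted was found, and 0 of 14 unshifted list tests were under 0.05. Because the simulated genes were independent, this does not test the list p-values where genes are correlated. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.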

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

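All tests of explanations in this part, the splits for differences between ages, and the fry and estimated-correlation tests of marker lists were chosen after the results were seen, apart from the other splits of the samples within an age. In those, the real split was compared with the splits of the 6 samples of the age that part all pairs of samples with the same number, 4 with the real one, so no share under 0.05 was possible. The other 6 of the 10 splits part only 1 such pair.

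The hyperoxia effect on several gene lists differed between ages by an interaction test, which is why these lists are discussed here. For cell cycle genes the mean effect was 0.97 higher at PN10 than at PN7 (adjusted p = 7.0e-24, from 4.1e-30 to 0.276 over the alternatives) and 0.96 higher than at PN4 (adjusted p = 1.9e-23, from 4.4e-30 to 0.276). The list mean was below all RA samples in 3 of 3 hyperoxia samples at PN4 and PN7 and above all of them in 0 of 3 at PN10. Between PN4 and PN7 the difference was -0.010 (adjusted p = 0.0154, from 2.3e-05 to 0.997), too small to matter beside an effect of -0.65, and its sign changed with the scaling. Exchanging hyperoxia and RA within same-numbered pairs, after the effect common to both ages was removed, gave 32 splits for each pair of ages. Of these, 2 gave a cell cycle difference as large between PN7 and PN10, 4 between PN4 and PN10, and 31 between PN4 and PN7. RNA from immune, epithelial or endothelial cells was tested as an explanation by adding their marker means to the model, and the difference between PN7 and PN10 then was 0.80. The median standard error of the genes rose from 0.46 to 0.58 and the marker means differ between the groups, so RNA from these cells is not excluded as part of the cause. A return of proliferation in recovery is the biological explanation that the design offers, and the splits do not exclude chance as another. The paper's flow cytometry, which was not analyzed here, had more Ki-67+PDGFRA+ cells in hyperoxia at PN10.

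For extracellular matrix genes the effect was -0.91 lower at PN7 than at PN4 (adjusted p = 2.0e-12, from 1.3e-15 to 0.357 over the alternatives) and 0.78 higher at PN10 than at PN7 (adjusted p = 6.3e-10, from 2.5e-14 to 0.357). As large a difference came from 2 of 32 splits for the former and 1 of 32, the real one, for the latter. The list mean was below all RA samples in 0 of 3 hyperoxia samples at PN4, 3 of 3 at PN7, and 1 of 3 at PN10. For WNT targets the effect was -0.64 lower at PN7 than at PN4 (adjusted p = 0.0193, from 0.00767 to 0.470; 4 of 32 splits) and 0.70 higher at PN10 than at PN7 (adjusted p = 0.00319, from 6.2e-04 to 0.840; 1 of 32 splits). For hyperoxia response genes it was -0.45 lower at PN10 than at PN7 (adjusted p = 1.1e-11, from 2.7e-12 to 0.814; 1 of 32 splits) and -0.56 lower than at PN4 (adjusted p = 1.4e-05, from 3.1e-07 to 0.983; 1 of 32 splits). For inflammation genes it was 0.64 higher at PN7 than at PN4 (adjusted p = 9.6e-08, from 3.8e-08 to 0.983) and 0.87 higher at PN10 than at PN4 (adjusted p = 8.4e-05, from 2.7e-05 to 0.840), with 9 of 32 splits as large for each. The largest p-values came from the estimated correlation between genes, fry, or Reactome pathways. The share of 1 in 32 is the smallest these splits can give. The count of splits replaced an earlier one without removal of the common effect, after that one was seen. In the earlier count 2, 12, 12, and 18 of 32 splits were as large between PN7 and PN10 for cell cycle, extracellular matrix, WNT target, and hyperoxia response genes. Between PN4 and PN10 they were 3, 16, and 20 of 32 for cell cycle, hyperoxia response, and inflammation genes, and between PN4 and PN7 32, 8, 18, and 20 of 32 for cell cycle, extracellular matrix, WNT target, and inflammation genes. The low shares for all lists but cell cycle therefore rest on the removal of the common effect. A change in the mixture of retained cells was not tested as an explanation for these lists.

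Between PN4 and PN10, 25 genes had effects that differed at an adjusted p under 0.05, 13 upward and 12 downward, of 13726 tested. At an unadjusted p under 0.05 there were 1844, where 686 are expected by chance. The smallest adjusted p belonged to *Akr1b8*, whose log2 fold change was 2.47 at PN4 and 0.00253 at PN10 (difference -2.47, adjusted p = 0.00107). It was followed by *Tm4sf5* (-0.86 and 3.69, difference 4.55, adjusted p = 0.00159). *Gdf15*, *Eda2r*, *Zmat3*, *Ccng1*, and *Phlda3* of the hyperoxia response list were among the 12, with differences of -4.88, -3.06, -1.64, -1.56, and -1.93. No other of the 32 splits gave more than 1 gene, whereas without removal of the common effect 5 of 32 gave as many and 1 split gave 3564. A library batch was tested by fitting runs of neighboring title numbers as a block, which raised the count to 154, with 25 of the 25 genes among them in the same direction, so fitting such runs did not remove the difference. Over the alternatives the count lay between 23 and 154. The end of exposure may explain lower stress genes at PN10, but no test separates recovery from age, since exposed samples of PN10 without recovery are not part of the design, and cells other than fibroblasts were not tested as a source.

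Marker genes of cells that MACS for PDGFRA was meant to leave behind differed in hyperoxia, and most of the differences were rises. The p-values are from camera with a correlation between genes of 0.01. Immune markers rose by a mean log2 fold change of 2.01 at PN7 (adjusted p = 6.4e-06, from 2.4e-08 to 1.9e-04 over 16 alternatives with that correlation) and 2.08 at PN10 (adjusted p = 1.4e-05, from 1.6e-08 to 0.00103), above all RA samples in 3 of 3 hyperoxia samples at both ages. Epithelial markers rose by 0.51 at PN7 (adjusted p = 0.00918, from 0.00140 to 0.0462; above all RA samples in 2 of 3 samples) and 1.37 at PN10 (adjusted p = 8.0e-08, from 2.8e-12 to 7.4e-06; 3 of 3). Endothelial markers rose by 1.25 at PN10 (adjusted p = 2.3e-04, from 9.5e-07 to 0.0295; 2 of 3). At PN4 they were lower instead, by a mean log2 fold change of -0.34 (adjusted p = 0.00910, from 5.0e-04 to 0.0989; below all RA samples in 3 of 3), and at PN7 the mean was -0.29 (adjusted p = 0.294). The real split gave the largest value among the 4 splits for immune markers at PN7 and PN10 and for epithelial and endothelial markers at PN10, while 2 of 4 splits gave as much for epithelial markers at PN7. For endothelial markers at PN4 the real split also gave the largest value. Scaling did not remove the rises. With the correlation between genes estimated, none of the marker tests had an adjusted p under 0.05 (0.542 to 0.931), and with fry those of immune markers at PN7 and PN10 (0.0434 each) and epithelial markers at PN10 (0.0158) did, so the evidence for the other rises and for the fall at PN4 is weak. RNA from epithelial cells was tested by the correlation of the epithelial markers with each other across samples within groups, whose mean of 0.618 exceeded that of 100% of 1000 random lists (median 0.151). This is consistent with a variable amount of epithelial RNA in the retained fraction. Whether hyperoxia brought more of these cells into the lung, into the beads' fraction, or both cannot be told from bulk values.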

How the results depend on the processing

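Covariate settings and the fry and estimated-correlation tests of the marker lists were chosen after the results were seen, and no other test in this part was. Across 17 alternatives without covariates the number of myofibroblast signature genes lower in hyperoxia stayed between 24 and 44 at PN4 (35 in the results), 56 and 59 at PN7 (59), and 34 and 54 at PN10 (49), and the number higher at PN10 stayed at 0. At an unadjusted p under 0.05, without a limit on the fold change, 1 of its genes was higher and 57 lower at PN10. The log2 fold change of *Pdgfra* stayed between -2.22 and -1.48 at PN4, -4.56 and -3.72 at PN7, and -2.44 and -1.53 at PN10 over 16 alternatives. Between 6 and 8 matrix fibroblast genes were lower at PN7, and between 6 and 10 higher at PN10. Of 130 results for single named genes, 80 kept their direction and their side of the thresholds in all of their alternatives. Of the 2055 values of these genes under alternatives, 1925 did so, 85 became weaker, 32 became stronger, and 13 reversed.

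Leaving out each replicate in turn moved small counts most. Lipofibroblast genes higher in hyperoxia ranged from 2 to 20 at PN4, 12 to 26 at PN7, and 13 to 28 at PN10. Matrix fibroblast genes lower in hyperoxia ranged from 0 to 4 at PN4, where 6 were lower at an unadjusted p under 0.05 with all samples, and from 1 to 8 at PN10. Changed genes ranged from 558 to 805 at PN4, 1166 to 1996 at PN7, and 1166 to 2239 at PN10. List means ranged from -0.49 to 0.056 for extracellular matrix genes at PN4 and from -0.013 to 0.57 for cell cycle genes at PN10. Those of immune markers at PN4 ranged from 0.28 to 1.82, and those of endothelial markers from -0.46 to -0.25 at PN4 and -0.53 to 0.025 at PN7. Among single genes the log2 fold change crossed 0 for *Itgb1* at PN4 (-0.30 to 0.11), *Eln* at PN4 (-0.077 to 0.29), *Mki67* at PN7 (-1.58 to 0.12), *Mki67* at PN10 (-0.0027 to 0.46), *Tcf21* at PN10 (-0.53 to 0.70), and *Fn1* at PN10 (-0.36 to 0.39). None of these genes met the thresholds at these ages with all samples.

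The scaling of the samples changed the balance of directions at PN4. As deposited, the median log2 fold change of all genes at PN4 was 0.17, and it was 0.06 after median-ratio scaling and 0.03 after quantile normalization. The 404 higher and 318 lower genes became 280 and 456 after median-ratio scaling and 272 and 490 after quantile normalization. At PN10 the 1373 higher and 465 lower genes became 927 and 608 after quantile normalization. Relative to the shift of 0.17, the hyperoxia response (1.17) and inflammation (0.98) lists remained far above the median at PN4, and the cell cycle (-0.65), extracellular matrix (-0.29), and WNT target (-0.53) lists below it. Median-ratio scaling turned the difference between PN4 and PN7 to 0.13 for cell cycle and 0.037 for hyperoxia response genes, and *Eln* at PN4 to -0.055. It raised the genes whose effect differed to 1 between PN7 and PN10 and 59 between PN4 and PN10 (46 up, 13 down), from 0 and 25. Quantile normalization gave 2 and 40 such genes, list differences between PN4 and PN7 of 0.11 for cell cycle and 0.010 for hyperoxia response genes, and a difference between PN7 and PN10 of -0.22 for inflammation genes. Immune markers at PN4, at 0.95 in the results, passed the threshold at 0.83 with median-ratio scaling, 0.82 with quantile normalization, 0.82 with a pseudocount of 1, and 0.95 with no filter.

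A pseudocount of 1 lowered the changed genes from 722 to 430 at PN4 (239 higher, 191 lower) and from 1838 to 1178 at PN10 (811 and 367). The filter at 5 FPKM gave 396 changed genes at PN4 (216 and 180), 984 at PN7 (420 and 564) in place of 1600, and 1004 at PN10 (652 and 352). Of the genes whose effect differed between PN4 and PN7, of which there were 0 in the results (1015 at an unadjusted p under 0.05), there were 2 with a pseudocount of 1, 1 with 0.01, and 7 with no filter. Between PN7 and PN10, where the results had 0 (1037 at an unadjusted p under 0.05), there were 5 with a pseudocount of 1, 12 with no filter, 1 with the filter at 5 FPKM, and 1 with robust eBayes. The difference of WNT targets between PN4 and PN10 (0.060) became -0.048 with a pseudocount of 1 and -0.057 with the filter at 5 FPKM. That of cell cycle genes between PN4 and PN7 was -0.010 with no filter, no longer past the threshold. With the 6 samples of the age alone, 4 lipofibroblast genes were higher at PN4 in place of 7, and 3 matrix fibroblast genes were lower at PN10 in place of 6. With adjusted in place of unadjusted p-values, 1 matrix fibroblast gene was lower at PN4 in place of 4. The cause was not tested for any of these changes.

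With the replicate number as a block (paired), 789, 1725, and 2042 genes were changed at PN4, PN7, and PN10, in place of 722, 1600, and 1838, and 58 genes differed in effect between PN4 and PN10 (44 up, 14 down). Residuals of samples with the same number correlated at 0.05 over all ages and those with another number at -0.03. At PN10 alone these were 0.15 and -0.075, with r above 0 for each of the 3 pairs, which also share a run of title numbers, so pairing at PN10 is not excluded. At PN7 samples of the same title run correlated at 0.15 and those of another run at -0.18, while only 1 of the 3 same-numbered pairs there shares a run, so shared processing is not excluded at PN7 either. The exact tests did not take title runs into account. The splits followed replicate numbers, which coincide with title runs at PN10 but not at PN4 or PN7. With runs of neighboring title numbers as a block, 65 genes differed between PN7 and PN10 (56 up, 9 down) and 154 between PN4 and PN10 (43 of them down). The difference of cell cycle genes between PN4 and PN7 became 0.15, that of extracellular matrix genes between PN4 and PN10 became 0.031, and *Eln* at PN4 -0.052. The labels do not say whether these runs were library batches.

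The significance of the gene lists rested on the small correlation between genes that camera was given. With the correlation estimated, none of the 15 list tests had an adjusted p under 0.05 (0.0523 to 0.703), at unchanged means. These were -0.65, -0.66, and 0.31 at PN4, PN7, and PN10 for cell cycle, -0.29, -1.20, and -0.42 for extracellular matrix, 1.17, 1.07, and 0.61 for hyperoxia response, 0.98, 1.62, and 1.85 for inflammation, and -0.53, -1.17, and -0.47 for WNT target genes. At an unadjusted p under 0.01 single genes of all 5 lists met the thresholds at PN7. Fry, which permits correlated genes, also left cell cycle at each age and extracellular matrix and WNT target genes at PN4 and PN10 without an adjusted p under 0.05. Over all alternatives the adjusted p ranged from 2.9e-25 to 0.207 for cell cycle genes at PN4, from 4.9e-20 to 0.207 for extracellular matrix genes at PN7, and from 5.1e-24 to 0.563 for hyperoxia response genes at PN4. Both methods likewise removed the differences between ages. These were -0.010, 0.97, and 0.96 for cell cycle genes (PN4 to PN7, PN7 to PN10, and PN4 to PN10), -0.91 and 0.78 for extracellular matrix genes (PN4 to PN7 and PN7 to PN10), -0.45 and -0.56 for hyperoxia response genes (PN7 to PN10 and PN4 to PN10), 0.64 and 0.87 for inflammation genes (PN4 to PN7 and PN4 to PN10), and -0.64 and 0.70 for WNT targets (PN4 to PN7 and PN7 to PN10).

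The marker lists depended on that correlation as well, at unchanged means. With camera at the estimated correlation, none of the 9 tests of markers had an adjusted p under 0.05 (0.542 to 0.931). The means past the threshold in the results were 2.01 at PN7 and 2.08 at PN10 for immune markers, 0.51 at PN7 and 1.37 at PN10 for epithelial markers, and -0.34 at PN4 and 1.25 at PN10 for endothelial markers. With fry, immune markers at PN7 and PN10 (adjusted p = 0.0434 each) and epithelial markers at PN10 (0.0158) stayed under 0.05. Epithelial markers at PN7 (0.291) and endothelial markers at PN4 (0.564) and PN10 (0.0532) did not. Over the 16 other alternatives the adjusted p ranged from 2.4e-08 to 1.9e-04 for immune markers at PN7, from 1.6e-08 to 0.00103 for immune markers at PN10, from 0.00140 to 0.0462 and from 2.8e-12 to 7.4e-06 for epithelial markers at PN7 and PN10, and from 5.0e-04 to 0.0989 and from 9.5e-07 to 0.0295 for endothelial markers at PN4 and PN10.

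Reactome pathways in place of the lists changed several directions. Extracellular matrix organization had means of 0.067 at PN4 and 0.20 at PN10. The 19 tested genes of the cellular response to hypoxia, which is another process than oxidative stress, had -0.0082, -0.25, and 0.072 at PN4, PN7, and PN10. Inflammation had 0.36, 0.29, and 0.42, WNT signaling 0.066, -0.13, and 0.045, and mitotic cell cycle 0.098 at PN10, none past the threshold. The differences from PN4 to PN7 were -0.12 for cell cycle, -0.065 for inflammation, and -0.19 for WNT. From PN7 to PN10 they were 0.32 for hyperoxia response and 0.17 for WNT. From PN4 to PN10 they were 0.13 for extracellular matrix, 0.080 for hyperoxia response, 0.063 for inflammation, and -0.021 for WNT. The cause was not tested.

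With the immune marker mean as covariate, 909 genes were changed at PN10 (523 higher, 386 lower), and 5 lipofibroblast genes were higher at PN7 and 3 at PN10, in place of 19 and 26. With immune, epithelial and endothelial marker means as covariates, 764 genes were changed at PN7 (149 and 615) and 110 at PN10 (32 and 78). In that setting 3 lipofibroblast genes were higher at PN7 and 0 at PN10 (3 at an unadjusted p under 0.05), and 2 myofibroblast genes were lower at PN10 (28 at an unadjusted p under 0.05). The median standard error of myofibroblast genes at PN10 rose from 0.39 to 0.81 there, because the markers differ between the groups they were used to adjust, so this setting has little power at PN10.

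The filter at 5 FPKM left some named genes without a value, and differences between ages could not be computed with the samples of a single age. The number of reads is unknown, so it cannot be said how far counting error limits the genes near 1 FPKM.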

Differences from the paper's values

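Figure 2A draws about 49 myofibroblast signature genes as higher in hyperoxia at PN10 (read by eye), where 0 met the thresholds as higher here. It draws about 0 genes as lower at PN10 (Figure 2A, read by eye), where 49 met the thresholds as lower. Of the 49 genes drawn as higher, 49 were lower here and 48 of these met the thresholds. The fold change of *Pdgfra* at PN10 is about 4.1 in Figure 2A, read by eye, and was -4.17 here (the minus sign stands for lower in hyperoxia). The fold change of *Wnt5a* at PN10 is about 2.8 in Figure 2A, read by eye, and was -2.67 here. None of the alternatives set before the data were examined closed the gap for these 4 values. Across genes, the sizes of the PN10 changes in that figure and here, regardless of sign, correlated at r = 0.979. Figure 5A draws *Wnt5a* as lower at PN10.

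The paper states that myofibroblast genes were upregulated at PN10. Their median log2 fold change was -1.53 here, with 62 of 63 genes lower, and 0 were higher past the thresholds (1 at an unadjusted p under 0.05). The paper states that inflammation genes had lower expression in recovery than during exposure. The mean log2 fold change of the inflammation list was 1.62 at PN7 and 1.85 at PN10 (difference 0.23, adjusted p = 0.834). With quantile normalization the inflammation genes, hyperoxia effect PN7 vs PN10, had a difference of -0.22 (adjusted p = 0.338, from 0.138 to 0.994 over the alternatives). The list is not the paper's.

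Apart from the myofibroblast genes at PN10, there were 27 cases of a gene drawn as changed in the figures at an age where it missed the thresholds here, and a gene may count at more than 1 age. With replicates left out in turn, at least 1 fit called *Plcb1* at PN7, *Fzd1* at PN10, *Clec4n* at PN4, *Cd9*, *Cybb*, and *Mpeg1* at PN7, *Mpeg1*, *Ptprc*, *Tyrobp*, and *Cped1* at PN10, and *Gfra2*, *Angptl2*, *Ddr2*, *Gpc4*, *Loxl2*, *Ltbp2*, *Pdzrn3*, *Tenm4*, and *Tnc* at PN4. A pseudocount of 1 also called *Clec4n*, and a pseudocount of 0.01 *Cd9*. Median-ratio scaling called *Cd9* and *Psap* at PN7 and *Ednra*, *Gfra2*, *Angptl2*, *Ddr2*, *Gpc4*, *Ltbp2*, and *Pdzrn3* at PN4. Quantile normalization called *Gfra2*, *Angptl2*, *Ddr2*, *Ltbp2*, and *Pdzrn3* at PN4, and robust eBayes *Gfra2* and *Pdzrn3*. The replicate block called *Cybb* and *Psap* at PN7, *Ptprc* at PN10, and *Gfra2*, *Ddr2*, *Ltbp2*, *Pdzrn3*, and *Tenm4* at PN4. The block by runs of title numbers called these 8 and *Cped1* at PN10 and *Ednra*, *Angptl2*, *Hlf*, *Loxl2*, and *Tnc* at PN4. The samples of the age alone called *Alox5ap*, *Cybb*, *Mpeg1*, and *Psap* at PN7, *Mpeg1* and *Ptprc* at PN10, and *Gfra2* at PN4. *Alox5ap*, *Bmp5*, and *Fxyd1* at PN10 and *Robo2* at PN4 were called under none of these settings.

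Counts in the paper's text were given exactly by single settings as well. The paper's 24 higher lipofibroblast genes at PN7 (19 here) were reached with the samples of the age alone, its 6 lower matrix fibroblast genes at PN4 (4 here) with median-ratio scaling, its 8 lower ones at PN10 (6 here) without a hyperoxia replicate, and its 10 higher ones at PN10 (9 here) with the block by runs of title numbers and without a hyperoxia replicate. The paper's 27 higher lipofibroblast genes at PN10 (26 here) were not given exactly by any of the alternatives, which lay between 13 and 28. Equal counts do not mean the same genes. *Bmp5* and *Fxyd1*, drawn as lower at PN10, were called under no setting, and *Cd9* at PN7 was not called with the samples of the age alone, so these sets of 8 and 24 genes were not the paper's.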

Other observations

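All tests in this part were chosen after the results were seen, apart from the other splits of the samples within an age and of the WNT network.

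Within each age, 4 splits of the 6 samples part all same-numbered pairs, including the real one. The real split gave the largest number of changed genes at each age, and the other 3 gave at most 167 at PN4, 108 at PN7, and 42 at PN10. The 6 splits that part 1 pair gave at most 126, 586, and 632. The real split was also the largest of 4 for the myofibroblast counts at each age, for the lipofibroblast counts at PN7 and PN10, for the matrix fibroblast counts at each age, and for the hyperoxia response, inflammation, and WNT target lists at each age. The same held for cell cycle genes at PN4 and PN7, for extracellular matrix genes at PN7 and PN10, and for epithelial and endothelial markers at PN4. It was matched or exceeded in 2 of 4 splits for the lipofibroblast count at PN4 (12 genes in another split), immune markers at PN4, endothelial markers at PN7, and cell cycle genes at PN10, and in 3 of 4 splits for extracellular matrix genes at PN4. The 6 splits that part 1 pair also held values as large for some of these, in 2 of 6 for extracellular matrix genes at PN10 (up to 0.67 in size, against 0.42) and in 1 of 6 for inflammation genes at PN4 (1.05 against 0.98), epithelial markers at PN4 (0.24 against 0.20), and endothelial markers at PN10 (1.258 against 1.252). For the results matched among the 4 splits, they held 6 of 6 for extracellular matrix genes at PN4, 4 of 6 for endothelial markers at PN7 and cell cycle genes at PN10, 2 of 6 for immune markers at PN4, and 1 of 6 for the lipofibroblast count at PN4. With 4 splits no share can fall under 0.05. For the WNT network, 9 of 100 splits over the 3 ages, the real one included, had all 35 changes in the drawn direction or all in its reverse. Differences between ages that missed the threshold were matched by many splits. As large a difference came from 17 of 32 splits for hyperoxia response genes between PN4 and PN7 (-0.10), 22 of 32 for inflammation genes between PN7 and PN10 (0.23), 21 of 32 for extracellular matrix genes between PN4 and PN10 (-0.13), and 27 of 32 for WNT targets between PN4 and PN10 (0.06). Between PN4 and PN7, and between PN7 and PN10, 0 genes differed in effect (1015 and 1037 at an unadjusted p under 0.05, where 684 and 689 are expected). A count of 0 is matched by any split (32 of 32), so the splits say nothing about it, and with runs of title numbers as a block 65 genes differed between PN7 and PN10.

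The lipofibroblast signature moved with immune markers. With group means removed, the mean of its 34 genes correlated with the mean of 17 immune markers at r = 0.993 (permutation p = 1.2e-04) and rho = 0.969 (permutation p = 2.4e-04) over 18 samples, adjusted over 4 relations to 4.8e-04 and 9.6e-04. Within PN4, PN7, and PN10, with 6 samples each, r was 0.999, 0.979, and 0.992 (permutation p = 0.0275, 0.0555, and 0.0550) and rho 0.943, 0.829, and 0.943 (permutation p = 0.0284, 0.139, and 0.110). Without the 2 samples farthest from the median r was 0.986 (permutation p = 5.9e-04) and rho 0.956. Random lists of the same size gave a median r of 0.363 and at most 0.864 in 1000 draws, and the myofibroblast and matrix fibroblast signatures gave 0.0483 and 0.0477. With the immune marker mean in the model, 5 of the 19 higher genes at PN7 and 3 of the 26 at PN10 still met the thresholds (RNA from immune cells, adjusted fit at PN7 and adjusted fit at PN10). The mean log2 fold change of the signature went from 0.93, 1.73, and 1.83 to 0.22, 0.22, and 0.26, and its median standard error from 0.55 to 0.29, 0.35, and 0.35, so the loss of calls did not come from a larger error. The mean of the myofibroblast signature went from -1.26, -2.66, and -1.52 to -1.28, -2.71, and -1.58. A candidate explanation for much of the rise of the signature is RNA from immune cells in the retained fraction, since the signature holds genes such as *Ptprc*, *Mrc1*, *Ctss*, and *Clec4n*, which immune cells express. *Pparg* and *Lpl* still met the thresholds at PN4 in that model, at 1.30 and 1.46, as did *Lpl* at PN7 (1.25) and *Fabp4* at PN10 (2.34). Bulk values cannot tell immune cells from fibroblasts that express these genes.

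Lower *Pdgfra* was compared with 24 other genes of mesenchymal cells, to test whether fewer fibroblasts among the sorted cells could account for it. The median log2 fold change of these genes was -0.47, -1.22, and -0.73 at PN4, PN7, and PN10. *Pdgfra* was lower than that median by -1.50, -2.94, and -1.33. At PN4 and PN7 it also fell further than the lowest of these 24 genes (-1.54 and -3.503). At PN4 it was at -1.97 with a standard error of 0.48, and at -1.48 without 1 RA sample, so the order there is uncertain. At PN7 it was at -4.16, and between -4.56 and -3.72 with each sample left out. The lowest myofibroblast signature genes, at -2.65 at PN4 and -4.36 at PN7, fell further than *Pdgfra*. At PN10 the lowest of the 24 genes was at -2.52, below *Pdgfra* at -2.06. The comparison therefore does not exclude a smaller share of fibroblasts at any age. A change in which fibroblasts were retained is not excluded at any age.

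At PN10 74.7% of the changed genes were higher in hyperoxia. Library composition was tested with median-ratio scaling, which gave 73.4% but moved the median log2 fold change only from 0.033 to 0.022, so this test says little. Quantile normalization, which moved it to -0.058, lowered the share to 60.4% (927 higher, 608 lower), and library composition is therefore not excluded. Detection of low values was tested with the 494 changed genes above 10 FPKM, of which 343 (69.4%) were higher. Transcript length correlated with the log2 fold change across 12093 genes, which are not independent, at rho = -0.055. Neither detection nor length accounted for the excess. With the immune marker mean alone in the model, 64.3% of the higher and 43.9% of the lower genes were lost, and 523 higher and 386 lower genes met the thresholds, which is consistent with RNA from immune cells behind part of the excess. With immune, epithelial, and endothelial marker means in the model, 98.0% of the higher and 94.2% of the lower genes were lost, so that model could not separate RNA from other cells from a loss of power. The excess therefore cannot be told apart from RNA of other cells or from library composition.

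The lower myofibroblast genes at PN10 raised the question whether room air and hyperoxia labels were exchanged at PN10. All 47 lipofibroblast and matrix fibroblast genes drawn at PN10 in Figures 2E and 3A had the drawn direction with the deposited labels. An exchange made after these figures were drawn would reverse each of them, so the 47 genes argue against such an exchange. The figures were drawn from these samples, so an earlier exchange would leave the 47 genes as drawn. That comparison alone cannot decide on an earlier exchange. Of the genes changed at both PN7 and PN10, 457 were higher and 378 lower at both ages, and 0 changed direction. With all PN10 labels exchanged, each of these genes would have moved in opposite directions at PN7 and PN10. The hyperoxia response list also lay above all RA samples in 3 of 3 hyperoxia samples at PN10. These values argue against an exchange of all PN10 labels at any stage.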
